# The long non-coding RNA *Dali* is an epigenetic regulator of neural differentiation

**DOI:** 10.7554/eLife.04530

**Published:** 2014-11-21

**Authors:** Vladislava Chalei, Stephen N Sansom, Lesheng Kong, Sheena Lee, Juan F Montiel, Keith W Vance, Chris P Ponting

**Keywords:** lncRNA, transcription, DNMT1, Pou3f3, chromatin, DNA methylation, DALIR, human, mouse

## Abstract

Many intergenic long noncoding RNA (lncRNA) loci regulate the expression of adjacent protein coding genes. Less clear is whether intergenic lncRNAs commonly regulate transcription by modulating chromatin at genomically distant loci. Here, we report both genomically local and distal RNA-dependent roles of *Dali*, a conserved central nervous system expressed intergenic lncRNA. *Dali* is transcribed downstream of the *Pou3f3* transcription factor gene and its depletion disrupts the differentiation of neuroblastoma cells. Locally, *Dali* transcript regulates transcription of the *Pou3f3* locus. Distally, it preferentially targets active promoters and regulates expression of neural differentiation genes, in part through physical association with the POU3F3 protein. *Dali* interacts with the DNMT1 DNA methyltransferase in mouse and human and regulates DNA methylation status of CpG island-associated promoters in *trans*. These results demonstrate, for the first time, that a single intergenic lncRNA controls the activity and methylation of genomically distal regulatory elements to modulate large-scale transcriptional programmes.

**DOI:** http://dx.doi.org/10.7554/eLife.04530.001

## eLife digest

Traditionally genes are considered to contain all the instructions necessary to build proteins. For these instructions to be followed they need to be ‘transcribed’ into molecules called messenger RNA, which are then ‘translated’ to form the protein. Messenger RNAs are not the only type of RNA molecule made in a cell; long non-coding RNAs (or lncRNAs), for example, are transcribed but never translated into proteins. Instead, some lncRNAs control the expression of nearby genes and some alter how the DNA is packaged within the cell.

Several lncRNAs have been found to control their neighbouring genes, but it is unclear how many of these molecules can also regulate genes that are much further away, even on other chromosomes. One lncRNA called *Dali* is made in cells of the nervous system of mammals. In the genome, the gene for *Dali* is situated next to a gene called *Pou3f3,* which encodes a protein that contributes to the growth and development of nerves and the kidneys.

Chalei et al. have now shown that artificially reducing the amount of the *Dali* lncRNA restricts the development of mouse cells called N2A cells, which are commonly used to study the development of nerve cells. Reducing *Dali* lncRNA levels in these cells caused *Pou3f3* messenger RNA levels to also decrease, which demonstrates that *Dali* is a lncRNA that controls its neighbouring gene. The levels of many other genes were also changed when *Dali* levels were reduced, including many genes that are needed to grow working nerve cells.

Chalei et al. also showed that the *Dali* lncRNA binds to 1427 different regions of the genome of N2A cells, most often near to the start of active genes; *Dali* could be carried to these sites by the POU3F3 protein. The DNA sequences with which the *Dali* lncRNA binds were all different. Chalei et al. found that *Dali* also binds to an enzyme, called DNMT1, that chemically modifies DNA to change how it is packaged into a cell, and they predict that this enzyme helps *Dali* to find its binding sites. Furthermore, when *Dali* lncRNA levels were artificially reduced, the chemical modifications that affect the packaging of DNA in the cell—and hence the expression of genes encoded by this DNA—were changed for several genes. Some of these genes were located far away from the gene that encodes *Dali*, indicating that this lncRNA can regulate the packaging and expression of distant genes.

Many genes that are regulated by *Dali* are also regulated by the POU3F3 protein; this suggests that the lncRNA might work together with this protein to affect the expression of some genes. Further work is now needed to uncover how many other lncRNAs act away from their sites of synthesis, and how many also form complexes with DNA-binding and DNA-modifying proteins.

**DOI:** http://dx.doi.org/10.7554/eLife.04530.002

## Introduction

A growing number of nuclear localised long noncoding RNAs (lncRNA, ≥ 200 nt) are known to regulate gene transcription and chromatin organisation (reviewed in (Vance and Ponting, 2014)). Many of these transcripts appear to act near to their site of synthesis to regulate the expression of genes locally on the same chromosome (*cis*-acting). *Cis*-acting lncRNA regulatory mechanisms have been described in detail for a number of enhancer associated nuclear lncRNAs, as well as lncRNAs involved in the processes of genomic imprinting and X chromosome inactivation (Tian et al., 2010; Melo et al., 2013; Monnier et al., 2013; Mousavi et al., 2013; Santoro et al., 2013; Vallot et al., 2013). Some *cis*-acting lncRNAs bind to DNA methyltransferase (DNMT) proteins and regulate genomic DNA methylation levels specifically at their sites of transcription (Mohammad et al., 2010; Di Ruscio et al., 2013).

*Trans*-acting lncRNAs that regulate gene expression across multiple chromosomes and on either allele have been documented less frequently. The ability of such lncRNAs to exert widespread effects on gene expression *in trans* is poorly understood, in large part because direct transcriptional targets for only very few of these transcripts have thus far been identified (Chu et al., 2011; Ng et al., 2013; Simon et al., 2011; Vance et al., 2014). Moreover, it is not clear whether these transcripts commonly act directly, or within ribonucleoprotein complexes, and how they might modify their target genes’ regulatory landscape such as by regulating their DNA methylation profiles.

Many thousand mammalian intergenic lncRNAs have now been identified. Not all lncRNA transcript models will be functional, however. Single exon models, in particular, can be artefacts arising from genomic DNA contaminating sequencing libraries, and transcripts that are expressed at average levels lower than one copy per cell are less likely to confer function. Highly and broadly expressed, and bona fide monoexonic intergenic lncRNAs, such as *Neat1* and *Malat1*/*Neat2*, however, appear not to have essential roles because their knockout mouse models are viable and fertile (Eissmann et al., 2012; Zhang et al., 2012). Transcript sequences and levels are thus not reliable predictors of mechanism. Instead, the significant temporal and spatial co-expression of genomically adjacent intergenic lncRNA and transcription factor genes might suggest that such lncRNAs commonly modulate transcriptional programmes that are initiated by these transcription factors (Ponjavic et al., 2009). Indeed, several intergenic lncRNAs have well-documented *cis*-acting regulatory roles (Wang et al., 2011; Zhang et al., 2012; Berghoff et al., 2013).

Spatiotemporal co-expression of intergenic lncRNA and transcription factor genes is most pronounced during the development of the mouse central nervous system (CNS) (Ponjavic et al., 2009). To investigate the mechanistic basis of this physical linkage we chose to study a 3.5-kb, CNS-expressed, monoexonic, intergenic lncRNA termed *Dali* (DNMT1-Associated Long Intergenic), owing to its conservation of sequence and transcription across therian mammals and its genomic proximity to a transcription factor gene, *Pou3f3* (also known as *Brn1* or *Oct8*), which encodes a class III POU family transcription factor. *Dali* is transcribed in the sense orientation, relative to *Pou3f3*, from a locus 50 kb downstream of *Pou3f3* within the flank of an extended genomic region (Figure 1A) that is characterised by near pervasive transcription in neuronal lineages (Ramos et al., 2013). Sauvageau et al. recently generated mouse knockout models for two of these intergenic lncRNA loci, *linc-Brn1a,* and *linc-Brn1b* (Figure 1A). Genomic deletion of the *linc-Brn1b* locus resulted in significant (∼50%) down-regulation of the upstream *Pou3f3* gene, and *linc-Brn1b*^*-/-*^ mice exhibited abnormalities of cortical lamination and barrel cortex organization (Sauvageau et al., 2013). These abnormalities may derive from loss of the *linc-Brn1b* RNA transcript, or from the deletion of DNA functional elements (Bassett et al., 2014). The *Dali* locus is more distally located and does not overlap previously described lncRNA loci or regulatory elements (Figure 1A).

**Figure 1.**
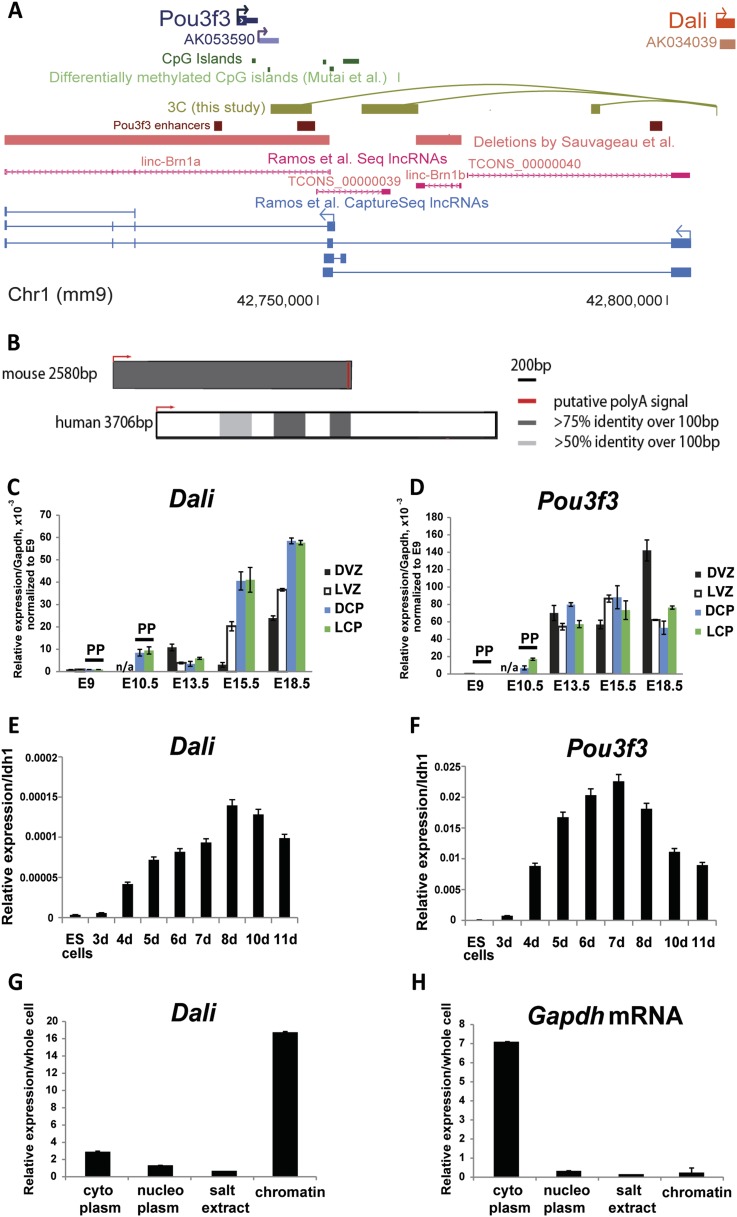
Conservation and expression within the *Dali* and *Pou3f3* loci. (**A**) Schematic illustration of the mouse *Pou3f3* genomic region showing coding and non-coding transcripts, enhancer elements from Vista Enhancer Browser (Visel et al., 2007), CpG islands, and published genomic deletions (Sauvageau et al., 2013). (**B**) Conservation and relative sizes of *Dali* transcripts in mouse and human confirmed by RACE. (**C**) *Dali* and (**D**) *Pou3f3* are co-expressed temporally and spatially in the developing mouse brain. DVZ: Dorsal ventricular zone; LVZ: Lateral ventricular zone; DCP: Dorsal cortical plate; LCP: Lateral cortical plate; PP: pre-plate. The levels of *Dali*, *Pou3f3* were measured by qRT-PCR. Results are normalised to *Gapdh* and presented relative to expression in E9.0 sample (set arbitrarily to 1). Mean ± s.e., n = 3 (technical replicates). (**E** and **F**) Similarly to *Pou3f3*, *Dali* is up-regulated during neuronal differentiation of mouse ES cells. Neuronal differentiation of mouse ES cells was induced using RA. The levels of *Dali* and *Pou3f3* were measured by qRT-PCR. Results are presented relative to an *Idh1* reference gene which does not change significantly during differentiation. Mean ± s.e., n = 3. (**G** and **H**) *Dali* is a chromatin associated transcript. The relative amounts of *Dali* (**G**) and a control mRNA (*Gapdh*) (**H**) in the indicated fractions were measured by qRT-PCR. Mean values ± s.e. of three independent experiments. **DOI:** http://dx.doi.org/10.7554/eLife.04530.003

**Figure 1—figure supplement 1.**
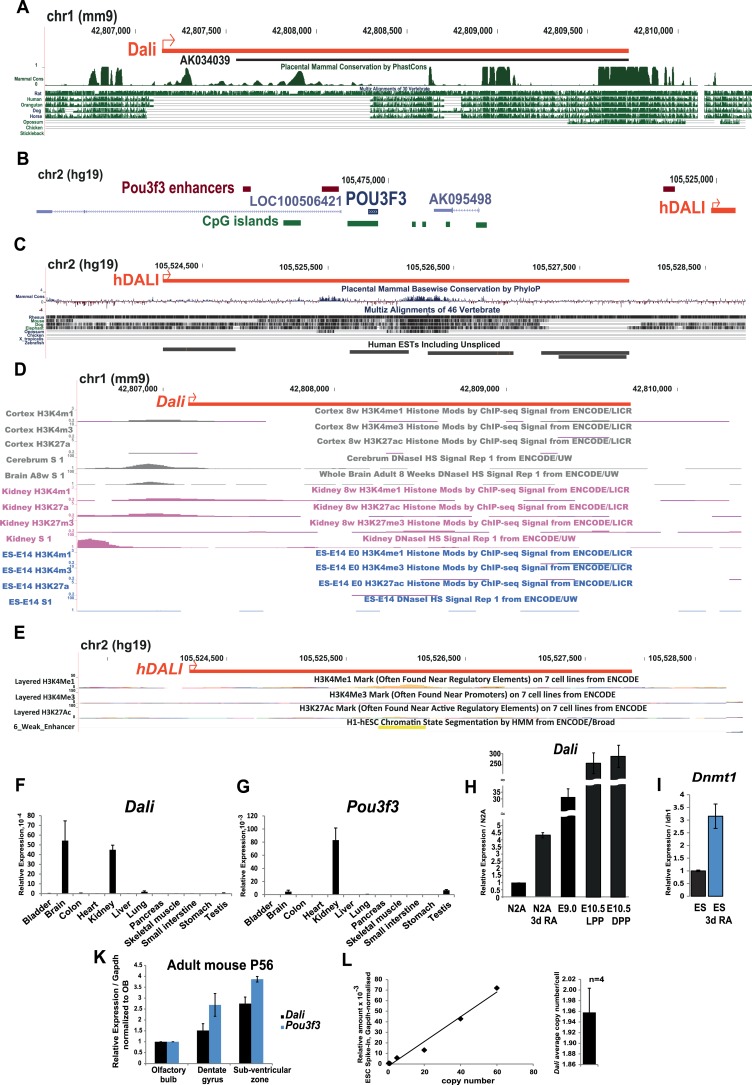
Analysis of the mouse and human *Dali* loci. (**A**) A detailed view of the mouse *Dali* locus (red) indicating regions of vertebrate DNA sequence conservation. Full-length *Dali* transcript was mapped using Rapid Amplification of cDNA Ends (RACE) in mouse neuroblastoma N2A cells. Promoter region appears to be most conserved. Within the transcript body, highly conserved patches are interspersed with regions or more divergent sequence. (**B**) Schematic illustration of the human *POU3F3* genomic region showing coding and non-coding transcripts, enhancer elements (Vista Enhancer Browser) and conserved genomic location and transcriptional orientation of *DALI* relative to *POU3F3*. Human *DALI* ortholog exhibits conserved genomic location and transcriptional orientation relative to *POU3F3*. (**C**) A detailed view of the human *DALI* locus (red) confirmed by RACE indicating regions of vertebrate DNA sequence conservation. (**D**) Promoter region of *Dali* in mouse is associated with DNase I hypersensitivity sites in tissues expressing *Dali* (kidney and brain) but not in ES cells where the *Dali* locus is silent. (**E**) *DALI* locus in human is annotated as a poised (or weak) enhancer by the ENCODE project 1. (**F** and **G**) *Dali* is a brain-expressed lncRNA. *Dali* and *Pou3f3* expression levels were measured in a panel of adult mouse tissues by quantitative RT-PCR (qRT-PCR). Results were normalized by the average value of *Gapdh* and *Tbp* reference genes. Mean values ± standard error (s.e.) shown, n = 3 replicates. (**H**) *Dali* levels in the developing mouse brain even at the earliest stages when it is detected (E9.0 and E10.5) are much higher than in both proliferating and differentiated N2A cells. LPP = Lateral pre-plate; DPP = Dorsal pre-plate. (**I**) Similar to *Dali* and *Pou3f3*, *Dnmt1* is also up-regulated at day 4 of RA-induced neuronal differentiation of ES cells. Mean values ± s.e, n = 3. (**K**) *Dali* and *Pou3f3* are co-expressed temporally and spa ally in the adult mouse brain (P56) in three regions of adult neurogenesis, that is olfactory bulb, dentate gyrus and sub-ventricular zone. The relative levels of *Dali* and *Pou3f3* were measured in samples obtained by dissecting indicated regions from a single male adult mouse brain per sample using RT-qPCR. Measurements were normalised using *Gapdh* and presented relative to expression in the olfactory bulb samples (set arbitrarily to 1). Mean values ± s.e, n = 2. (**L**) *Dali* is expressed at an estimated 2.0 ± 0.4 copies per cell in N2A cells. We constructed a standard curve of known *Dali* copy number by spiking in vitro transcribed *Dali* transcripts into RNA from ES cells, which do not express *Dali* (left). Mean *Dali* expression per cell was calculated from four independent RT-qPCR experiments using RNA extracted from a defined number of cells. This value was used to estimate *Dali* copy number form the standard curve. Mean copy number per cell ± s.e. is shown (right). **DOI:** http://dx.doi.org/10.7554/eLife.04530.004

**Figure 1—figure supplement 2.**
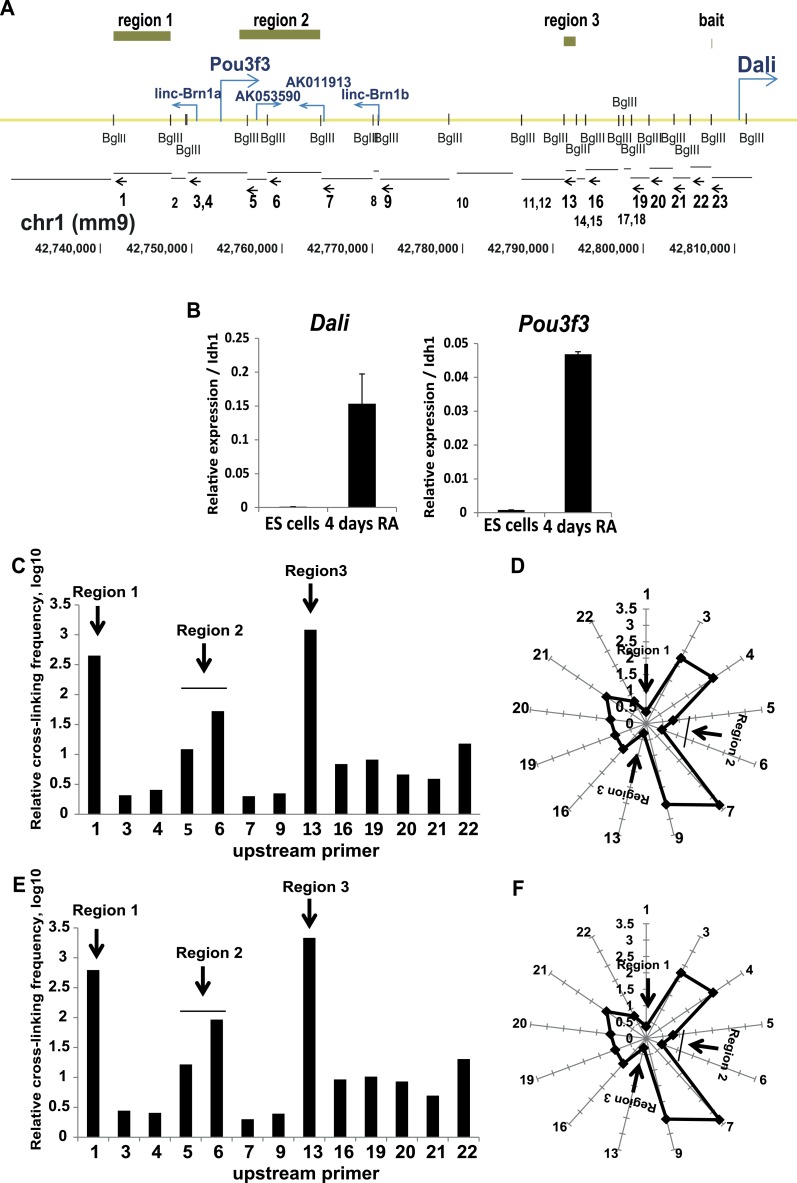
The Pou3f3 locus occurs in a folded nuclear conformation both prior to and after the onset of the expression of its transcripts. (**A**) Schematic representation of the Pou3f3 locus showing start sites of transcripts in the region and positions of recognition sites of the BglII restriction endonuclease (small vertical bars) used for the 3C experiment. Below, the restriction fragments generated by BglII digestion are annotated. Arrows indicate the position of the 3C qPCR primers. Numbers represent the corresponding primer (small numbers indicate primers not used in the final analysis due to technical reasons). Green bars indicate regions found to be in close proximity to the Dali transcription start site used as ‘bait’. (**B**) Nuclear conformation of the Pou3f3 locus was studied in ES cells where the locus is silent and ES cell derived neuronal precursors (4 days retinoic acid differentiation) where transcripts in the regions are expressed. Mean values ± s.e, n = 3 (technical replicates). (**C** and **E**) Quantification of genomic interactions between the Dali TSS and the genomic fragments indicated in (**A**) in ES cells (**C**) and ES cell derived neuronal precursors (**E**). The y axis shows relative cross-linking frequency, the x axis indicates the primer used in combination with primer 21. (**D** and **F**) Graphical representation of genomic distances between the Dali TSS, positioned at the centre of the radar, and the indicated BglII genomic fragments in ES cells (**D**) and ES cell derived neuronal precursors (**F**). Distance was calculated as 1/cross-linking frequency. **DOI:** http://dx.doi.org/10.7554/eLife.04530.005

*Pou3f3* is a single exon gene whose protein binds to DNA in a sequence-specific manner. *Pou3f3* contributes to both neuronal and kidney development by regulating the proliferation and differentiation of progenitor cells (Nakai et al., 2003). Mouse mutants with homozygous loss of *Pou3f3* die of renal failure within 36 hr *post partum* (Nakai et al., 2003), with severe defects of the hippocampus and forebrain among others (McEvilly et al., 2002). In the developing neocortex, *Pou3f3* is expressed in late neuronal precursors and in migrating neurons and, together with its closely related paralogue *Pou3f2*, is required in ventricular zone progenitors for deep-to-upper layer fate transition, sustained neurogenesis and cell migration (Dominguez et al., 2013).

Our experiments show that *Dali* is required for the normal differentiation of neural cells in culture. Furthermore, our results indicate that *Dali* functions by modulating the expression of its neighbouring *Pou3f3* gene, as well as by interacting with the POU3F3 protein, and by directly binding and regulating the expression of genes involved in the neuronal differentiation programme *in trans*. Unexpectedly, *Dali* associates with the DNMT1 DNA methyltransferase and reduction of *Dali* levels increases DNA methylation at a subset of *Dali*-bound and -regulated promoters *in trans*. Our data therefore provide the first evidence that a lncRNA transcript can regulate multiple genes situated away from its site of synthesis by binding to promoter-proximal regulatory elements and altering their DNA methylation status in *trans*.

## Results

### Conserved *Dali* genomic organisation and transcription

Full-length mouse *Dali* is approximately 500 nt (2.6 kb) longer than a previously identified *AK034039* cDNA cloned from the telencephalon (Figure 1—figure supplement 1A). Its locus, downstream of the *Pou3f3* gene, contains mammalian conserved sequence both just upstream of its transcriptional start site, which presumably contributes to this locus’ promoter, and within its transcribed sequence. A positionally equivalent and sequence-similar human *DALI* (∼3.7 kb) transcript was identified by RT-PCR and RACE in human foetal brain (Figure 1B; Figure 1—figure supplement 1B,C). Transcriptional evidence also exists for the orthologous locus in rat embryonic, as well as heart and kidney, samples (data not shown).

### *Dali* is a chromatin-associated transcript that is co-expressed with *Pou3f3* in neural cell lineages

ENCODE data indicate that both mouse and human *Dali* loci have the properties of a weak (or poised) enhancer in both brain and kidney tissues (Figure 1—figure supplement 1D,E). Consistent with this, *Dali* was most highly expressed in the adult brain and kidney, two of the three tissues displaying highest *Pou3f3* expression, when profiled across a panel of adult mouse organs (Figure 1—figure supplement 1F,G). In adult mouse (P56), *Dali* and *Pou3f3* were expressed in all three regions of adult neurogenesis, the sub-ventricular zone (SVZ), olfactory bulb (OB), and dentate gyrus (DG) (Figure 1—figure supplement 1I) (Reviewed in Ming and Song, 2011). *Dali* was also co-expressed with *Pou3f3* temporally and spatially in the developing mouse embryonic brain (Figure 1C,D). Both transcripts were up-regulated with the first appearance of cortical neurons (E10.5), and increased in expression further as the ratio between neurons and progenitors grew (Figure 1C,D). Furthermore, both *Dali* and *Pou3f3* transcripts were undetectable in self-renewing mouse E14 embryonic stem (ES) cells, but after 3 days of retinoic acid (RA)-induced differentiation, a stage corresponding to the cell cycle exit of neuronal progenitors and their differentiation into neurons, these transcripts were rapidly up-regulated, their levels subsequently peaking at days 7 (*Pou3f3*) and 8 (*Dali*) (Figure 1E,F).

Mouse neuroblastoma N2A cells, which are frequently used as a neuronal progenitor-like cell type and an in vitro model of neuronal differentiation (Tremblay et al., 2010), express both *Dali* (at a population-average level of 2 copies per cell (Figure 1—figure supplement 1K)) and *Pou3f3*. When first detected in neuronal-progenitor-dominated areas of the developing brain (E10.5), *Dali* is expressed at a level at least two orders of magnitude higher than in N2A cells (Figure 1—figure supplement 1H). However, in N2A cells treated with RA for 72 hr, *Dali* is up-regulated approximately 4.5-fold, similar to the up-regulation observed in embryonic cortical plate (both dorsal and lateral) between days E10.5 to E18.5 (Figure 1—figure supplement 1H). Therefore, despite *Dali* expression level differences in N2A cells and the in vivo system, N2A cells represent an appropriate model system in which to study *Dali* function. Furthermore, *Dali*, but not a control mRNA (*Gapdh*), was highly enriched in the nucleus of N2A cells, most abundantly in the chromatin fraction (Figure 1G,H). Taken together, the data suggest that *Dali* may be involved in regulating nuclear function during neuronal development, potentially in coordination with *Pou3f3*.

### *Dali* regulates neural differentiation of N2A cells

We next investigated whether *Dali* regulates neural differentiation by generating three independent stable *Dali* knockdown N2A cell lines each showing approximately 50–70% reduction of *Dali* transcript levels and inducing neural differentiation using RA (Figure 2A). Compared to a stable non-targeting control line, fewer differentiated cells of *Dali* knockdown lines developed neurites. Those that did exhibited shorter neurites, often with multiple short outgrowths emanating from the same cell, compared to one or two long neurites developed by differentiated control cells (Figure 2B,C) indicating that *Dali* is required for normal differentiation of N2A cells.

**Figure 2.**
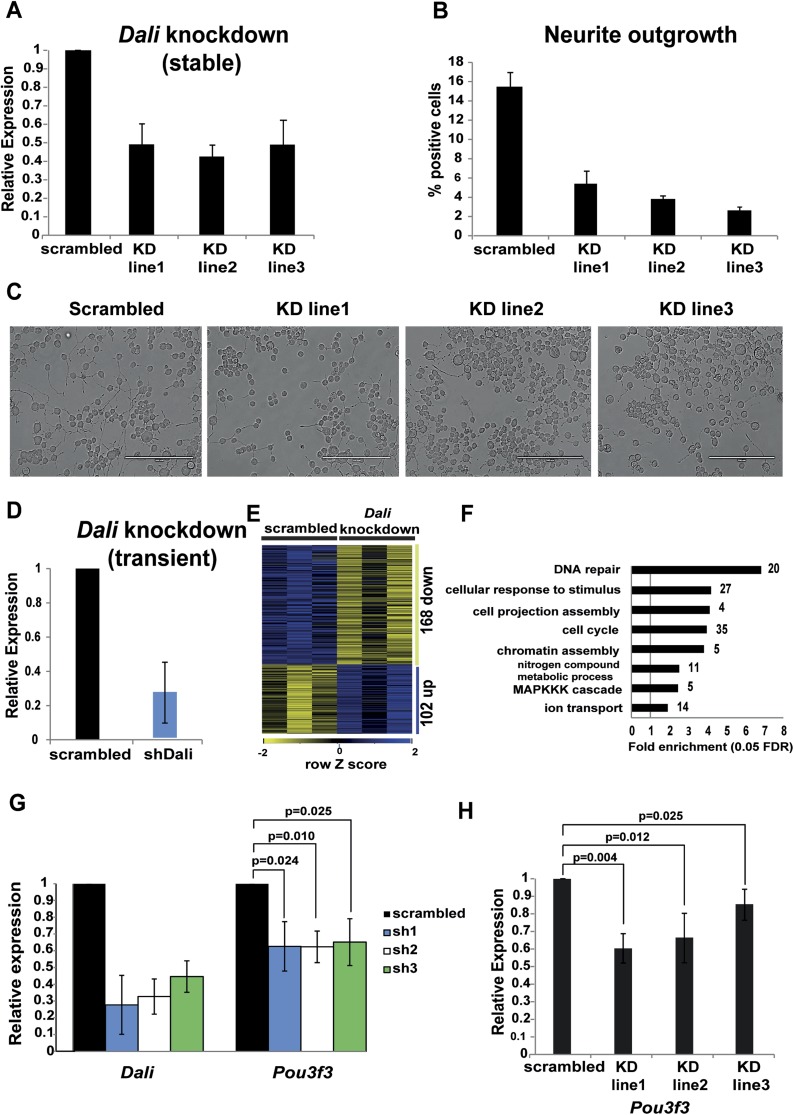
*Dali* plays a role in regulating genes in neuronal cells. (**A**) qRT-PCR analysis validates reduced levels of *Dali* in three clonal *Dali* knockdown cell lines compared to a control line. Mean values ± s.e., n = 3. (**B**) Reduced neurite outgrowth in RA-differentiated *Dali* knockdown cells. Cells were imaged using bright field microscopy. Cells with ≥1 neurites of length greater than twice the cell body diameter were scored as positive. Average values ± s.e., n = 3. 500-600 cells were counted in each case across at least three non-overlapping fields. (**C**) Representative images of control and stable *Dali* knockdown cells differentiated with RA for 72 hr. Scale bar = 200 μm. (**D**) N2A cells were transfected with either a non-targeting control (scrambled) or a *Dali* targeting shRNA expression vector (shDali) for 72 hr. Mean values ± s.e., n = 3. (**E**) Transient *Dali* knockdown induces statistically significant changes in the expression of 270 genes in N2A cells (10% FDR) (Supplementary file 2). (**F**) Gene Ontology (GO) categories significantly enriched among *Dali* regulated genes (5% FDR, hypergeometric test, Benjamini and Hochberg correction; Supplementary file 2). (**G**) Decreased *Pou3f3* expression upon *Dali* knockdown. Normalised using *Gapdh*, shown relative to a non-targeting control (set at 1). Mean values ± s.e., n = 3, one tailed t-Test, unequal variance. (**H**) Reduced *Pou3f3* levels in stable *Dali* knockdown cells (see panel **A**). qRT-PCR results were normalised using *Gapdh* and presented relative to expression in control cells (set arbitrarily to 1). Mean values ± s.e., n = 3, one tailed t-Test, unequal variance. **DOI:** http://dx.doi.org/10.7554/eLife.04530.006

**Figure 2—figure supplement 1.**
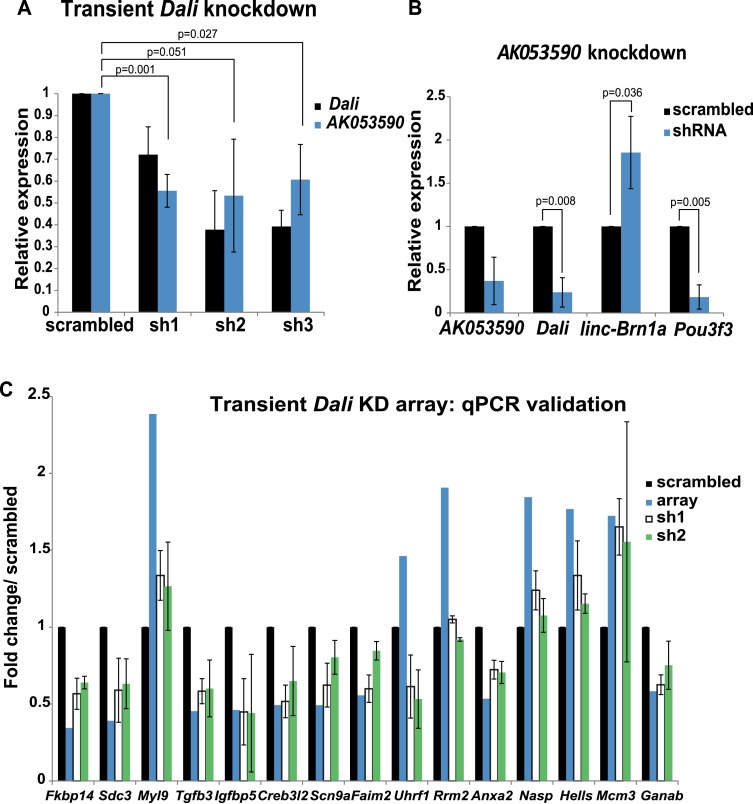
Non-coding transcripts in the Pou3f3 locus form a network of regulatory interactions. (**A**) Dali regulates expression of lncRNA AK011913. N2A cells were transfected with either a non-targeting control (scrambled) or three independent Dali targeting shRNA expression vectors. Dali and AK011913 levels were measured by RT-qPCR 72 hr post- transfection. Mean values ± s.e., n = 3, one tailed t-Test, unequal variance. (**B**) AK011913 regulates expression of Dali and Pou3f3 positively and linc-Brn1a negatively. N2A cells were transfected with either a non-targeting control (scrambled) or a AK011913 targeting shRNA expression vector (shRNA). AK011913, Dali, linc-Brn1a and Pou3f3 levels were measured by RT-qPCR 72 hr post- transfection. Mean values ± s.e., n = 3, one tailed t-Test, unequal variance. (**C**) RT-qPCR validation of transient Dali knockdown microarray results. Good agreement between microarrays and RT-qPCR and across independent shRNA constructs is observed, indicating that the results are unlikely to represent technical artefacts or off-target effects. Mean values ± s.e., n = 3. **DOI:** http://dx.doi.org/10.7554/eLife.04530.007

### *Dali* regulates neural gene expression

To investigate the molecular function of *Dali*, we performed microarray analysis to profile the transcriptome of N2A cells in which *Dali* transcript levels had been depleted by ∼70% using transient transfection of a specific *Dali* targeting shRNA expression vector (Figure 2D; shRNA and RT-qPCR oligo sequences and positions can be found in Supplementary file 1). *Dali* knockdown resulted in statistically significant changes in expression levels for 270 genes (False Discovery Rate [FDR] < 10%) compared to a non-targeting control (Supplementary file 2; Figure 2E). 14 of 15 of these genes were also determined as being differentially expressed, with similar fold changes, using RT-qPCR and two additional independent shRNA expression constructs targeting *Dali* (Figure 2—figure supplement 1C). Gene expression changes we observed using microarrays were thus unlikely to be dominated by off-target effects of the shRNA used. Gene Ontology (GO) analysis revealed that *Dali*-regulated genes were significantly enriched in cell cycle, DNA repair, cellular response to stimulus, and cell projection assembly functions (Figure 2F and Supplementary file 2; Benjamini-Hochberg corrected p ≤ 0.05). Taken together, these expression and loss of function studies suggest that *Dali* acts as a pro-differentiation factor in neural development.

### *Dali* and *Pou3f3* share transcriptional targets

To investigate whether *Dali* knockdown affects expression of the adjacent *Pou3f3* gene, we reduced its levels by transient transfection of three different shRNA constructs in N2A cells. After 72 hr, reduction of *Dali* levels by an average of 60–70% was found to reduce *Pou3f3* transcript levels by approximately 40% (Figure 2G). Three independent stable *Dali* knockdown clones in which *Dali* levels were reduced by 50–60% (Figure 2A) also showed ∼15–40% lower *Pou3f3* levels (Figure 2H). This suggests that the *Dali* transcript positively regulates *Pou3f3* expression in an RNA-dependent manner. The genome-wide transcriptional response to *Dali* knockdown thus could be explained, in part, by its effect on *Pou3f3*.

Levels of another transcript, *AK011913*, expressed downstream of *Pou3f3* (Figure 1A) were reduced by approximately 55% upon *Dali* knockdown (Figure 2—figure supplement 1A). Reduction of *AK011913* levels by approximately 60% using shRNAs resulted in *Dali* and *Pou3f3* levels decreasing by 73% and 82%, respectively (Figure 2—figure supplement 1B). *Linc-Brn1a*, a lncRNA upstream of and sharing a bi-directional promoter with *Pou3f3*, was up-regulated by approximately 90% upon *AK011913* depletion (Figure 2—figure supplement 1B). This is reminiscent of the down-regulation of *Pou3f3* and up-regulation of *lincBrn-1a* following knockdown of another lncRNA downstream of *Pou3f3*, *lincBrn-1b* (Figure 1A) (Sauvageau et al., 2013). Together with previous reports, our data show the opposing regulatory influences of lncRNAs transcribed up- and downstream of *Pou3f3* on its expression. Non-coding transcripts expressed from the extended *Pou3f3* locus thus contribute to a complex network of regulatory interactions.

Furthermore, Chromatin Conformation Capture (3C) showed that the *Dali* promoter contacted three regions across the *Pou3f3* locus (Figure 1A) in ES derived neuronal precursors (Figure 1—figure supplement 2) : 1) an enhancer element sequence lying upstream of *Pou3f3* within the *linc-Brn1a* locus, 2) a region overlapping the 3′ UTR of *Pou3f3* and full-length *AK53590* (which are both regulated by *Dali*), as well as parts of *TCONS_00000039* and *linc-Brn1b*, including a differentially methylated region reported to be important in regulating *Pou3f3* expression (Mutai et al., 2009), and 3) a region lying within another non-coding locus (*TCONS_00000040*) (Ramos et al., 2013). Neither *Dali* nor *Pou3f3* appears to play a role in initiating these DNA looping interactions because these contacts were present in E14 ES cells where neither is expressed (Figure 1—figure supplement 2B). Nevertheless, the *Dali* locus appears to contribute to an extended structurally and transcriptionally complex region centred on the *Pou3f3* gene.

To examine to what extent the transcriptional response to *Dali* knockdown can be explained by its effect on *Pou3f3*, we reduced the level of *Pou3f3* transcript in N2A cells by 35% using transient transfection of a *Pou3f3* targeting shRNA vector (Figure 3A) and using microarrays observed statistically significant expression changes in 1041 genes (FDR <10%; Figure 3B). *Dali* transcript levels do not change upon *Pou3f3* depletion (Figure 3A). Genes differentially expressed after *Pou3f3* knockdown were enriched in categories related to cell division and cell cycle (Figure 3C). The intersection between the sets of genes differentially expressed in *Dali* or in *Pou3f3* knockdown cells was 6.2-fold greater than expected by chance (p-value < 2.2 × 10^−16^), and represented 31% of all genes differentially expressed in *Dali* knockdown cells (Figure 3D). Approximately equal numbers of genes shared between the two datasets were down- (43 genes) or up-regulated (41 genes) in both experiments (Supplementary file 3). A strong correlation was observed between the fold-change values of differentially expressed genes in *Dali* and *Pou3f3* knockdown experiments (R = 0.74; Figure 3E). Genes that were significantly differentially expressed only when *Dali* was depleted were enriched in chromatin assembly and MAPKKK signalling functions, whilst genes that were differentially expressed only when *Pou3f3* transcripts were depleted were preferentially involved in dendrite development and axon guidance (Figure 3F). Cell cycle, DNA repair, and cellular response to stimulus genes were regulated by *Dali* in both *Pou3f3*-dependent and -independent manners. We conclude that *Dali* and *Pou3f3* interact, either genetically or molecularly, to regulate a subset of common targets involved in neural differentiation, and that *Dali* also likely possesses *Pou3f3*-independent transcriptional regulatory functions.

**Figure 3.**
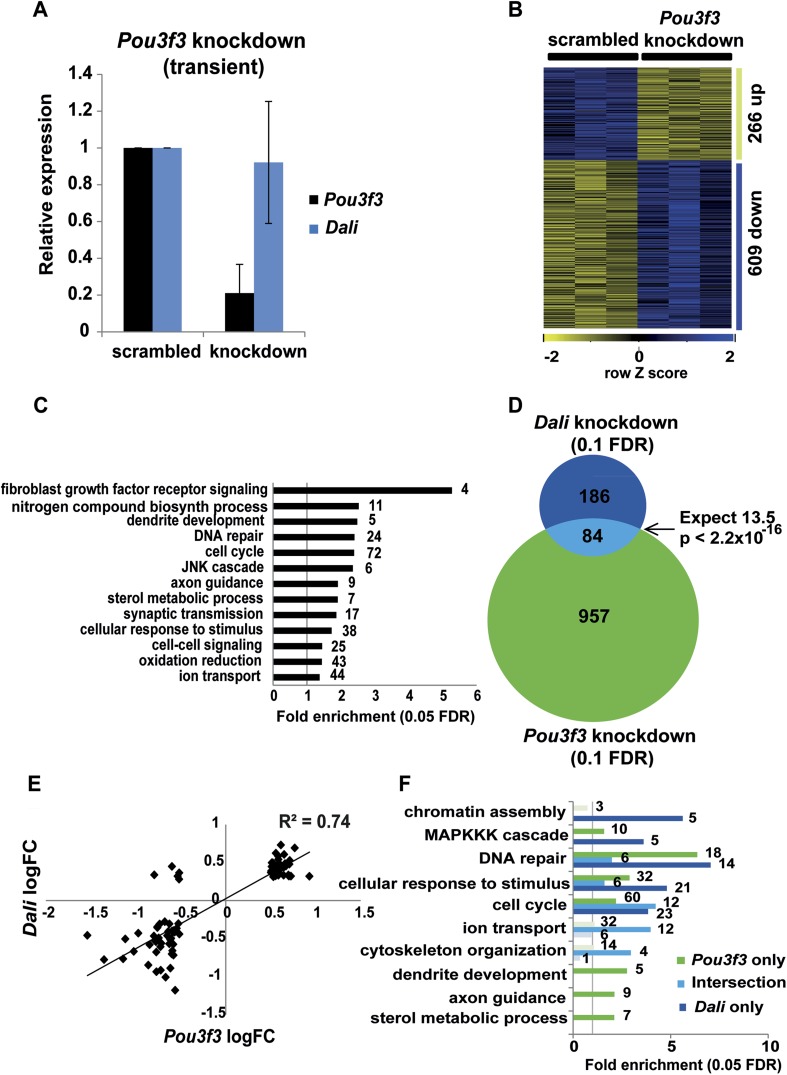
*Dali* regulates transcription in both *Pou3f3*-dependent and -independent manners. (**A**) N2A cells were transfected with either a non-targeting control (scrambled) or a *Pou3f3* targeting shRNA expression vector (knockdown). *Pou3f3* and *Dali* levels were measured by qRT-PCR 72 hr post- transfection. Mean values ± s.e., n = 3. (**B**) *Pou3f3* knockdown resulted in statistically significant changes in the expression of 1041 genes in N2A cells ((10% FDR, Supplementary file 3). (**C**) GO-analysis of genes differentially expressed upon *Pou3f3* analysis (5% FDR, hypergeometric test, Benjamini and Hochberg correction; Supplementary file 3). (**D**) Intersection of *Pou3f3* and *Dali* targets shows a significant (Fisher’s exact test) overlap approximately 6.2 times as large as expected by chance alone. (**E**) Target genes common between *Dali* and *Pou3f3* show correlated expression, with the nearly all being positively or negatively regulated by both factors (R = 0.74; Supplementary file 3). (**F**) Enrichments of Gene Ontology categories of *Pou3f3*-dependent or -independent *Dali* targets. **DOI:** http://dx.doi.org/10.7554/eLife.04530.008

### *Dali* regulates gene expression programmes during neural differentiation of N2A cells

To further investigate the role of *Dali* in neuronal differentiation we profiled the transcriptomes of proliferating or RA differentiated control and *Dali* stable knockdown N2A cell lines. In proliferating cells, 733 genes were differentially expressed between *Dali* knockdown and control cells (Figure 4A), including many genes with functions related to neuronal differentiation, apoptosis, neuronal function (Figure 4B). RA-mediated neuronal differentiation induced expression changes in 958 genes in control cells and 1016 genes in *Dali* knockdown cells (Figure 4—figure supplement 1A,B). Based on GO category annotations, differentiation of control or *Dali* knockdown cells was broadly similar, and was associated with altered expression of cell cycle, cell differentiation, energy metabolism, and neuron projection (Figure 4—figure supplement 1C,D). However, 804 genes were differentially expressed between terminally differentiated control and *Dali* knockdown cells (Figure 4C), of which 376 genes (46.8%) also differed in expression between *Dali* knockdown and control cells prior to their differentiation (Figure 4E). The 428 genes that were significantly altered in expression only between stable *Dali* and control differentiated cells were enriched in functional categories relating to sterol biosynthesis, energy metabolism, cell cycle, response to chemical stimulus, cell cycle, adhesion and small GTPase signalling (Figure 4D). All 11 (of 34 known) sterol biosynthesis genes were down-regulated in *Dali* knockdown cells. This observation is consistent with the impaired neurite outgrowth of stable *Dali* knockdown cells because neuritogenesis and neurite outgrowth critically rely on membrane biosynthesis, and therefore, on expression of sterol biosynthesis genes (Paoletti et al., 2011).

**Figure 4.**
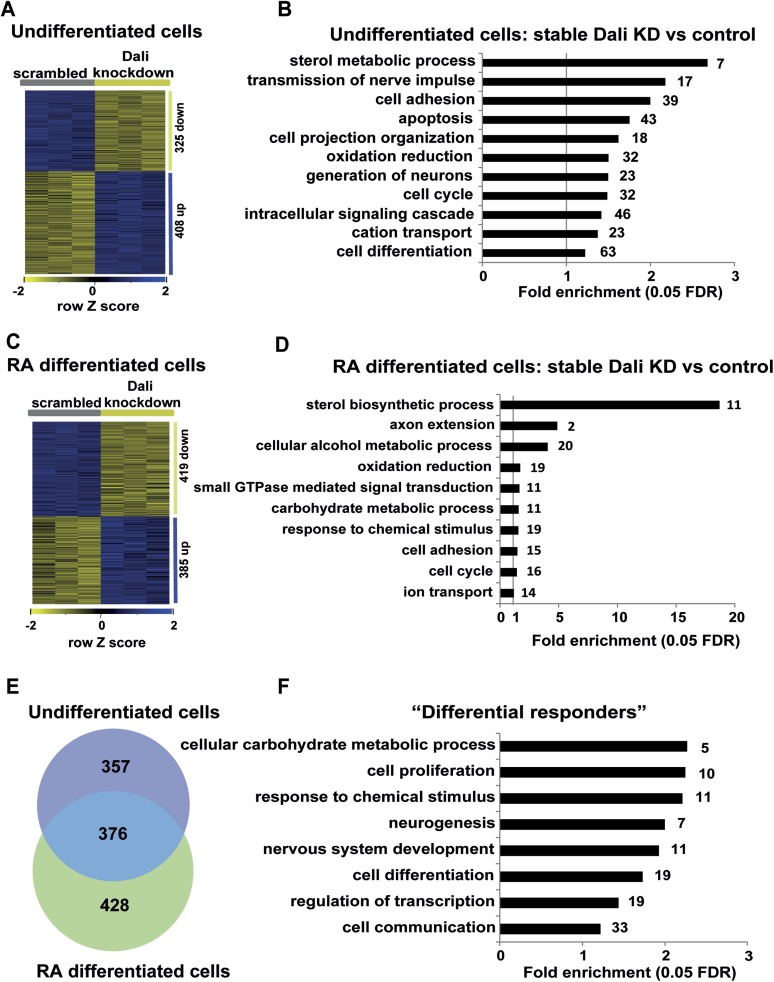
Gene expression analysis of stable *Dali* knockdown cells. (**A**) Stable *Dali* knockdown resulted in statistically significant changes in the expression of 747 genes in N2A cells (1.3-fold, 5% FDR, Supplementary file 4). 332 genes were up-regulated, 415 down-regulated. (**B**) GO-analysis of genes differentially expressed upon stable *Dali* depletion (5% FDR, hypergeometric test, Benjamini and Hochberg correction). (**C**) Stable *Dali* knockdown and control cells were differentiated with retinoic acid for 72 hr. 825 genes were differentially expressed between differentiated knockdown and control lines ((≥1.3-fold, 5% FDR, Supplementary file 4). 436 genes were up-regulated, 389 down-regulated. (**D**) GO-analysis of genes differentially expressed only between differentiated stable *Dali* knockdown and control cells (5% FDR, hypergeometric test, Benjamini and Hochberg correction). (**E**) Intersection of gene sets differentially expressed between stable *Dali* knockdown and control cells prior to (undifferentiated) and after retinoic acid addition (differentiated). (**F**) GO-analysis of genes responding to retinoic acid treatment differently between stable *Dali* knockdown and control cells (5% FDR, hypergeometric test, Benjamini and Hochberg correction). ‘Differential responder’ genes were identified using multifactorial analysis of the stable *Dali* knockdown arrays using limma (Smyth, 2004). **DOI:** http://dx.doi.org/10.7554/eLife.04530.009

**Figure 4—figure supplement 1.**
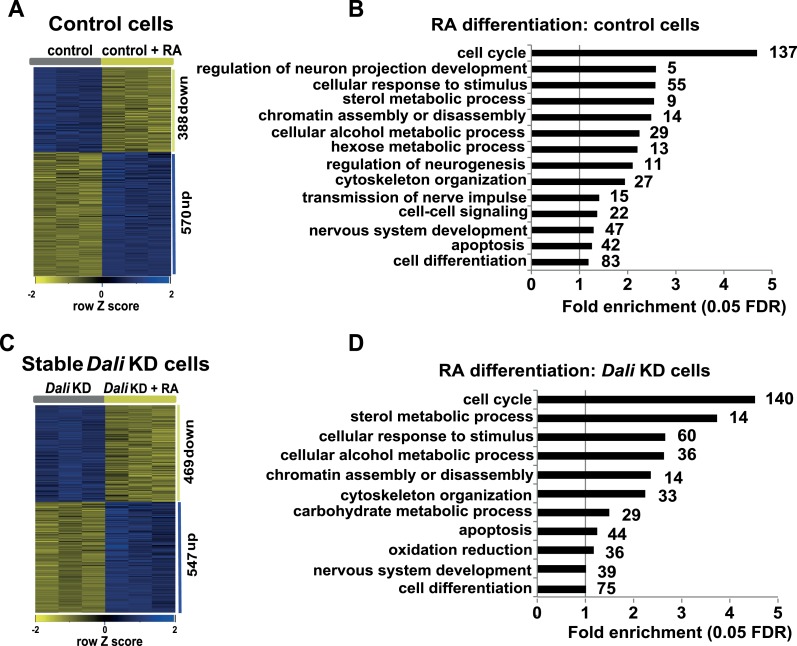
Transcriptomics. (**A** and **C**) Heatmap displaying expression changes in control (**A**) and stable Dali knockdown (**C**) cells treated with RA for 72 hr. (**B** and **D**) GO-analysis of genes differentially expressed (≥1.3-fold, 5% FDR) upon RA treatment of control (**B**) and stable Dali knockdown (**D**) cells (5% FDR, hypergeometric test, Benjamini and Hochberg correction). GO categories significantly enriched among genes changing ≥1.5-fold are marked with an asterisk (*). **DOI:** http://dx.doi.org/10.7554/eLife.04530.010

In addition, several key neuronal differentiation genes, for example *Nrcam, Dscam, Dlx1* and *Pax3,* were differentially expressed between *Dali* knockdown and control cells both prior to and after differentiation. Furthermore, multifactorial analysis of RA-induced gene expression changes in control and stable *Dali* knockdown cells showed that 174 genes responded to RA differently depending on the presence or knockdown of *Dali* (FDR 5%; Supplementary file 4). These were significantly enriched in categories relating to neuronal development (Figure 4F), including pro-differentiation factors such as the inhibitor of Wnt signaling *Dkk1* (Cajanek et al., 2009) and Wnt receptor *Fzd5* (Kemp et al., 2007).

In summary, compared to control cells, stable *Dali* knockdown cells exhibit contrasting alterations in gene expression programmes before and after RA-induced differentiation. In both cases, these programmes are enriched in functional categories related to neural differentiation and function, consistent with the proposed role for *Dali* in neural development.

### *Dali* preferentially binds to active promoters in *trans*

We next sought to identify and characterise genes that are both bound and regulated by *Dali*. To do so, we determined the genome-wide binding profile of *Dali* in N2A cells using Capture Hybridisation Analysis of RNA Targets (CHART)-Seq (Simon et al., 2011; Simon, 2013) (Figure 5—figure supplement 1A–C). 

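CHART-Seq recovers the genomic DNA that is cross-linked to an RNA by capturing that RNA with short biotinylated oligonucleotides. N2A is a mouse neuroblastoma cell line. 3 *Dali* pull-downs were mapped from the deposited samples, and each used 300000000 cells and 810 pmol of capture oligonucleotides. Which cocktail of capture oligonucleotides each pull-down received was not mapped. The authors aligned the reads to the mouse genome (mm9) with bowtie, called peaks with MACS2 and deposited 1 list of peaks for the 3 pull-downs together. For each peak the list gives a chromosome, a start, an end and a score that has no header. It holds no value for any single pull-down and no read counts, so the depth is unknown and the spread between pull-downs could not be computed. Intervals and tests below therefore run over peaks, which are not replicates. Peak positions were set against the mm9 genome sequence and its gene annotation. Expected values came from 1000 redraws of the peak positions within each chromosome, either uniform or matched on GC content. Sequence measures were compared with the pair of regions of equal width that lie 5000 bp to either side of each peak, here called flanks.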

We discovered 1427 focal *Dali*-associated regions genome-wide (Figure 5A,B; Supplementary file 5), of which all nine selected loci were validated by CHART-qPCR in an independent experiment (Figure 5—figure supplement 1D).

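The deposited list held 1427 peaks, which covered 1001786 bp or 0.0392% of the mm9 sequence. Merging peaks that lie within 100 kb of each other moved this number most, to 1138 regions. The peak with the highest score (108.25) lay on chromosome 19 from 9127467 to 9128280, in an intron of *Ahnak*. The next (107.32) lay on the same chromosome from 8787140 to 8787642, over a coding exon of *Slc3a2*. The others of the 5 highest scores were on chromosome 10 from 93766242 to 93767646 (88.66, between genes), chromosome 11 from 113159034 to 113159624 (84.31, in an intron of *Slc39a11*) and chromosome 6 from 118674821 to 118675306 (82.56, in an intron of *Cacna1c*). Each of the 11 primer pairs given for CHART-qPCR, 8 of them for loci drawn as peaks in Figure 5—figure supplement 1D, had 1 site in the mm9 sequence. 3 of these sites, for *E2f2*, *Dolk* and *Dpm2*, overlapped a listed peak, and 2 of these, for *E2f2* and *Dpm2*, are among the loci drawn. The other 8 sites did not. Among them, the nearest peak was 251 kb from the *Tgfb3* site, 639 kb from the *ActB* site, 292 kb from the *Aimp2* site, 1050 kb from the *Ube2c* site and 327 kb from the *Pax6* site. No CHART-qPCR measurement was analysed here.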

**Figure 5.**
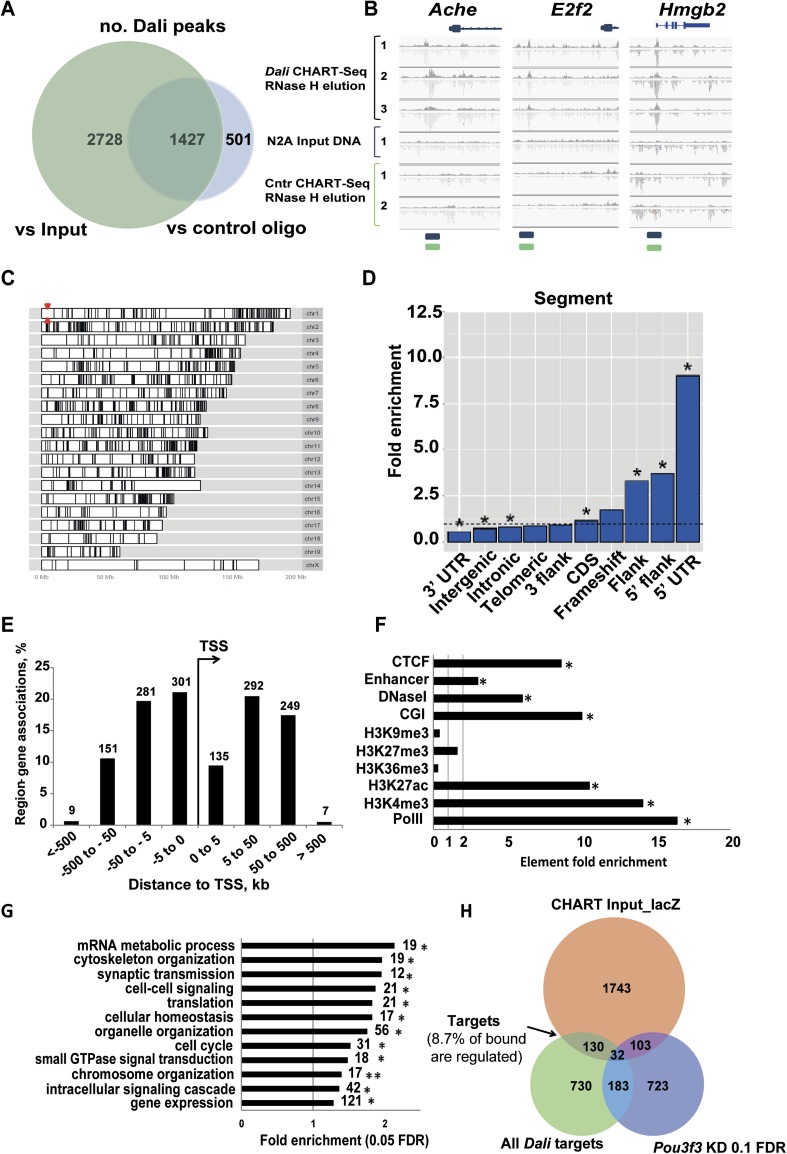
CHART-Seq analysis of *Dali* genomic binding sites. (**A**) Peaks were called against control CHART-seq experiments and input DNA. We consider only the 1427 peaks common to both comparisons (Supplementary File 5). (**B**) Sequencing of *Dali* bound DNA reveals focal peaks, including those at the promoter of *Ache*, *E2f2,* and *Hmgb2*. (**C** and **D**) *Dali* peaks are broadly distributed across the mouse genome (**C**) but are particularly enriched in 5′ UTRs and gene promoters (**D**). Red arrowheads in (**C**) mark the *Dali* locus. (**E**) A third of *Dali* peaks are situated within 5 kb of a TSS. (**F**) *Dali*-bound loci are enriched in active chromatin marks (H3K4me3, H3K27ac, PolII), DNase I hypersensitivity regions, enhancers and CpG islands annotations (CGI), and CTCF-bound regions, while being depleted of gene body marks (H3K36me3) and repressive chromatin marks (H3K9me3 and H3K27me3). (**G**) Representative categories from GO analysis of genes associated with *Dali* binding sites (within 1 Mb) include gene expression, cell cycle, signalling, synaptic transmission and cytoskeleton organization among others. Categories marked with an asterisk (*) are significantly enriched also among genes associated with peaks within 10 kb of a TSS, with two asterisks (**)—among genes with peaks within 100 kb (Supplementary File 5). (**H**) The intersection of genes proximal (<1 Mb) to *Dali* peaks, regulated by *Dali* and changing expression upon *Pou3f3* (10% FDR) knockdown identifies those both bound and regulated by *Dali*, as well as genes regulated by both *Dali* and *Pou3f3* and directly bound by *Dali*. **DOI:** http://dx.doi.org/10.7554/eLife.04530.011

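On mm9, the peak nearest to a transcriptional start site of *Ache* lay on chromosome 5 from 137727854 to 137728727, with its midpoint 456 bp upstream, and had a score of 16.63. For *Hmgb2*, the nearest peak lay on chromosome 8 from 59990129 to 59990833, with its midpoint 159 bp upstream and a score of 22.92, and it overlapped the 5′ UTR. The peak nearest to *E2f2* lay on chromosome 4 from 135719393 to 135719867, with its midpoint 8.68 kb upstream and a score of 11.94.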

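The GC content of the peaks was 51.41% ± 5.193 (SD over 1427 peaks), against 45.66% ± 5.048 in their flanks. The difference was 5.75 percentage points, and the peak was the higher in 1197 cases (p = 1.0e-05, two-sided sign-flip permutation test, the smallest p it can give). With flanks 1 kb away the difference was 5.43 percentage points. A GC content of at least 50% together with a ratio of observed to expected CpG of at least 0.6 was met by 233 peaks (16.33%) and by 36 of 2851 flanks (1.263%), an odds ratio of 15.26 (95% interval, 10.62 to 22.46; p = 2.2e-78, two-sided Fisher's exact test). The peak nearest to the TALE target site upstream of *Dali* lay on chromosome 1 from 42299078 to 42299941, at a distance of 508 kb. In 55.8% of redraws the nearest position was at least as far. By qPCR, the paper reports enrichment of the *Dali* locus in its pull-downs, whereas the list held no peak there. Histone marks, PolII and DNase I data were not analysed here.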

**Figure 5—figure supplement 1.**
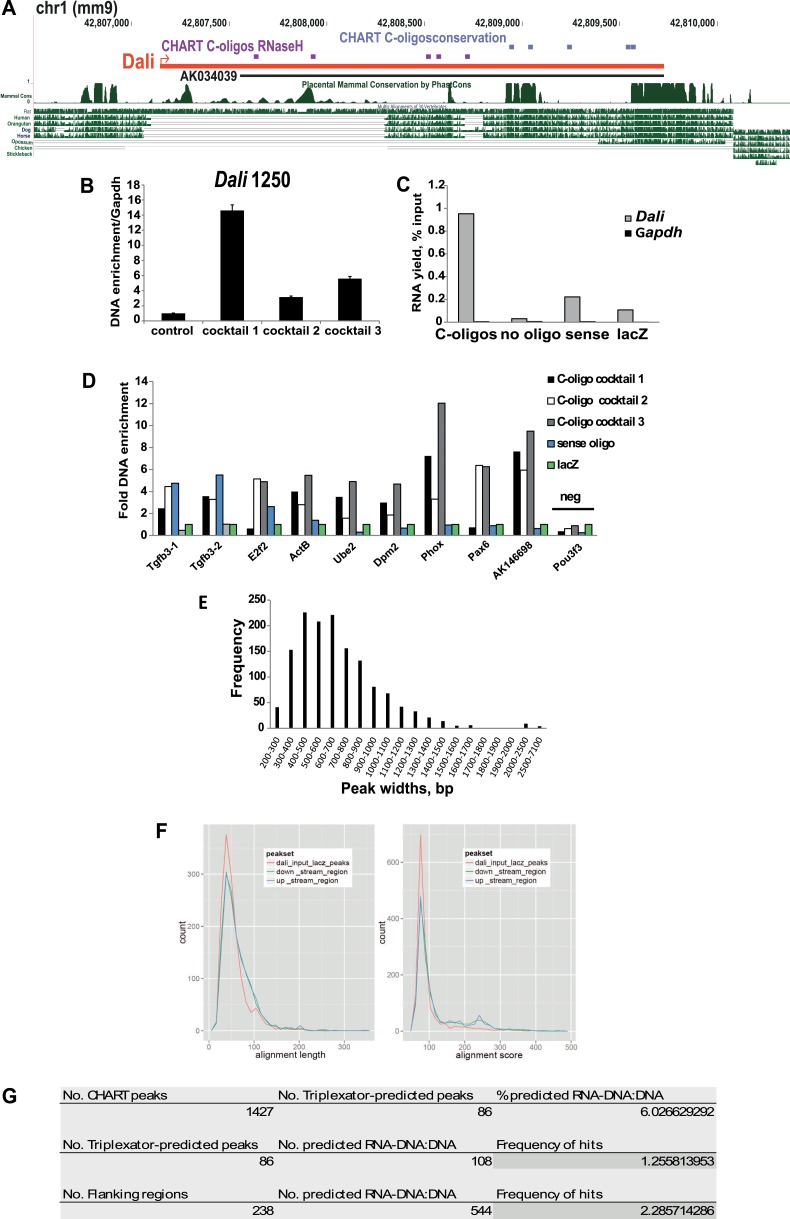
CHART Analysis. (**A**) CHART-seq was performed using cocktails of capture (C-) oligos oligonucleotides complementary to accessible (violet) and/or evolutionary conserved (blue) regions of Dali and a non-targeting control. (**B**) Specific enrichment of Dali genomic locus (at position 1250) using C-oligos compared to controls was assayed by qPCR. Mean values ± s.e., n = 3 (technical replicates). (**C**) Specific purification of Dali RNA using C-oligos compared to controls was assayed by RT-qPCR. (**D**) CHART-seq results were validated by performing an independent experiment with the same three cocktails of oligonucleotides, a control sense oligo complementary to the opposite strand of Dali locus and a non-targeting lacZ control oligo. Enrichment of genomic regions identified as peaks was assayed by qPCR. (**E**) Dali binds to chromatin in a focal manner, with most peaks being <1000 bp wide. (**F**) Computational analysis of CHART-seq peak set and Dali showed that DNA sequences under peaks are not more complementary to Dali sequence than control flanking regions, as judged by either length of aligned regions (left) or alignment quality score (right). (**G**) DNA sequences under peaks are also not predicted to form RNA:DNA–DNA triplexes with the Dali transcript than control flanking regions. **DOI:** http://dx.doi.org/10.7554/eLife.04530.012

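The median width of the *Dali* peaks was 637 bp, with quartiles of 470 bp and 836.5 bp, and widths ran from 219 bp to 7063 bp. 1222 peaks, or 85.63% (95% Wilson interval over peaks, 83.72% to 87.36%), were shorter than 1 kb. This share was 84.13% among the peaks in the upper part of the score distribution, the alternative that moved it most. The widest peak lay on chromosome 4 from 129879278 to 129886340, between genes. The next 2 lay in an intron of *Atg4a* on the X chromosome, from 137584094 to 137590551 and from 137530370 to 137534027. The X chromosome held 16 peaks, against 90.5 expected from its length, a ratio of 0.177 (adjusted p = 3.6e-21, two-sided exact binomial test with Benjamini-Hochberg adjustment over 20 chromosomes). With the expectation taken from the number of protein-coding genes, the ratio was 0.269 (adjusted p = 2.0e-10, exact binomial test). Among the 19 autosomes, each tested against all autosomes, 9 departed from the number expected from length at an adjusted p under 0.05. Of these, 4 held more peaks than expected and 5 held fewer. With the expectation from regions matched on GC content, chosen after seeing the data, 12 autosomes departed, 4 with more peaks and 8 with fewer, and 5 of them were among the 9. With the expectation from gene number 9 departed, and 4 of them were among the first 9. Chromosome 8 held 155 peaks, 2.11 times the number expected (adjusted p = 1.6e-16, exact binomial test). Chromosome 14 held 32 peaks, 0.446 times the number expected (adjusted p = 1.1e-06, exact binomial test). In the upper part of the score distribution, 5 autosomes passed the same threshold, 1 with more peaks and 4 with fewer. These tests treat peaks as independent. Peaks crowded into some windows of 10 Mb, with a variance to mean ratio of 5.3 against 2.503 on average in uniform redraws, so the p-values are likely too small. With peaks within 100 kb counted as 1, the ratio of chromosome 8 was 1.689 (adjusted p = 1.1e-05, exact binomial test).

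**Figure D1:**
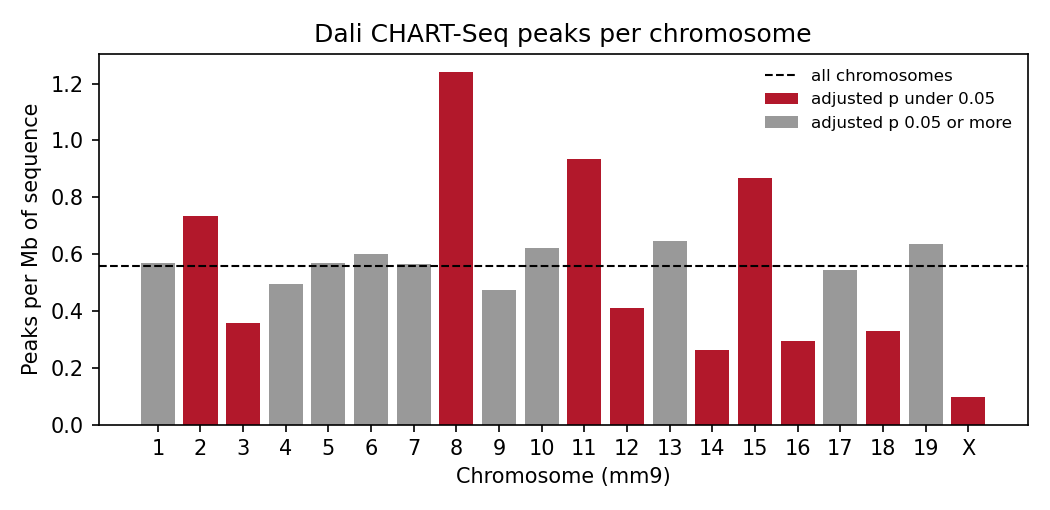
*Dali* CHART-Seq peaks per Mb of sequence (y axis) on each mm9 chromosome (x axis), with red bars for an adjusted p under 0.05 and a dashed line for all chromosomes together. Chromosome 8 holds 1.24 peaks per Mb and the X chromosome 0.0987.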

*Dali* binding sites were typically limited to less than 1 kb in length (Figure 5—figure supplement 1E) and were distributed across the genome with no apparent chromosomal biases other than a depletion on the X chromosome which may reflect the inactivation of one X chromosome copy in these female N2A cells (Figure 5C). These sites were preferentially located at the 5′ end of protein coding genes (Figure 5D): 30.5% of peaks were within 5 kb of a transcriptional start site (TSS) (Figure 5E). 

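The midpoint of 504 peaks lay within 5 kb of the TSS of a protein-coding transcript, which is 35.32% (95% Wilson interval over peaks, 32.88% to 37.84%). Uniform redraws gave 10.48% on average, so the share was 3.37 times that of redraws (p = 1.0e-03, one-sided permutation test, the smallest p that 1000 redraws can give). Against redraws matched on GC content, which gave 22.11%, it was 1.6 times as high, with the same p. Counting the TSS of genes of every biotype moved the share most, to 43.1%. The median distance to a TSS was 13323 bp for peaks and 52950 bp for uniform redraws. 360 peaks lay within 1 kb. A 5′ UTR was overlapped by 277 peaks (19.41%), 14.3 times the share in uniform redraws and 2.89 times that in redraws matched on GC content (p = 1.0e-03 for both, permutation test). For coding exons the share was 2.09 times that of uniform redraws but 0.724 times that of redraws matched on GC content.

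**Figure D2:**
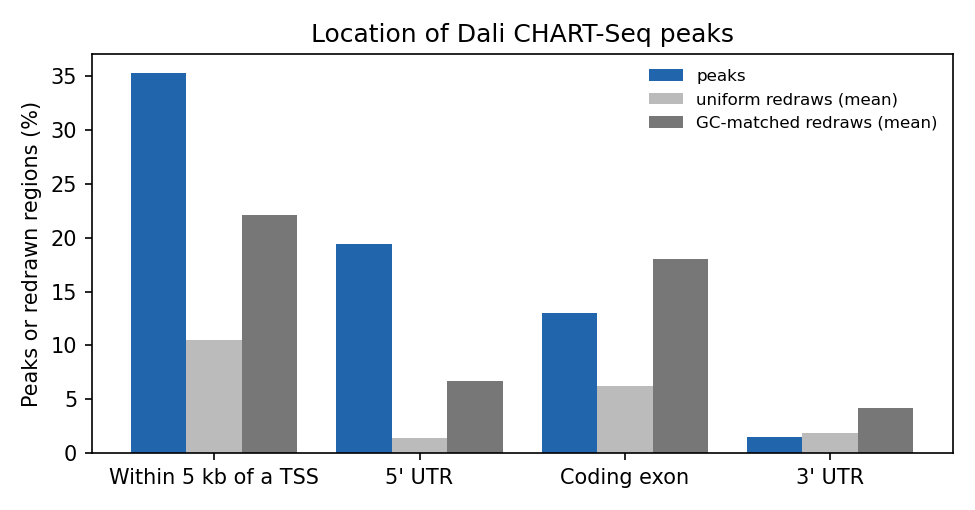
Share of *Dali* peaks (blue) and mean share of redrawn regions, uniform (light grey) or matched on GC content (dark grey), in percent (y axis), by location (x axis). Within 5 kb of a TSS the shares are 35.32%, 10.48% and 22.11%.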

*Dali* bound sequences were significantly enriched for H3K4me3, H3K4me1 and H3K27ac modified histones and PolII occupancy, and were depleted for repressive histone marks (Figure 5F). This suggests that *Dali* preferentially associates with regions of active chromatin. GO category enrichment analysis showed that genes associated with *Dali* peaks contribute to processes related to neuronal differentiation (cell cycle), neuronal projection development (cytoskeleton organization and small GTPase mediated signal transduction), neuronal function (synaptic transmission), and more general cellular processes, such as gene expression, intracellular signalling, and cellular homeostasis (Figure 5G). 150 genes (8.6% of all *Dali* bound genes) regulated by *Dali* contained *Dali* binding sites within their regulatory regions (Figure 5H) and presumably represent direct transcriptional targets.

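A gene was counted as bound when a peak midpoint lay in its regulatory region, from 5 kb upstream to 1 kb downstream of its TSS and extended by up to 1 Mb to the neighbouring regions. Of 22350 protein-coding genes, 2044 were bound. The paper's lists of genes that change on transient or stable *Dali* knockdown gave 1294 of these genes. The stable lists cover proliferating cells and cells differentiated with retinoic acid. 188 genes were both bound and on these lists, which is 9.198% of the bound genes, an odds ratio of 1.758 (95% interval, 1.488 to 2.07; p = 1.1e-10, two-sided Fisher's exact test). Taken alone, the transient list had an odds ratio of 1.901. The stable lists had 1.74 in proliferating and 1.548 in differentiated cells. The background was every protein-coding gene of the annotation, expressed or not. Redrawing the peak positions, a check chosen after seeing the data, gave 141.3 such genes on average for uniform redraws and 147.5 for redraws matched on GC content (p = 1.0e-03 for both, one-sided permutation test, the smallest p possible). With a gene counted as bound only for a peak within 10 kb of its TSS, 68 genes were bound and regulated, an odds ratio of 1.49 (p = 0.00296, Fisher's exact test). From the presence of binding sites in the regulatory regions of regulated genes, the paper proposes that these are direct transcriptional targets.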

### *Dali* interacts with chromatin modifying proteins

To investigate the mechanisms of its genomic targeting, we next performed computational analysis of *Dali* bound sequences. 

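The *Dali* transcript, taken from the sites of the expression plasmid primers, covered 2580 bp of chromosome 1 on mm9, from 42807147 to 42809726. The longest exact match to it on either strand was 11.87 ± 3.298 bases in peaks and 13.02 ± 3.62 bases in flanks (SD over peaks). It was thus shorter in peaks (p = 1.0e-05, two-sided sign-flip permutation test, the smallest p it can give), and it was longer in 448 peaks than in their flanks. The best local alignment score was 707.6 ± 276.9 in peaks and 746.1 ± 294.9 in flanks (same test and p). Peaks are richer in GC than flanks, and neither measure was compared with regions matched on GC content. Base composition therefore stays open as the cause of both differences. Triplex structures were not analysed here.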

We discovered that *Dali* binding sites do not exhibit significant sequence complementarity with the *Dali* transcript (Figure 5—figure supplement 1F, see Methods), and are not likely to form RNA-DNA:DNA triplex structures (Figure 5—figure supplement 1G), suggesting that *Dali* does not bind DNA directly. We therefore speculated that *Dali* may be targeted to the genome indirectly thorough RNA-protein interactions. To identify proteins that interact directly with *Dali*, we performed a pull down assay in which in vitro transcribed and 5′ end-biotinylated *Dali* was incubated with nuclear extract prepared from day 4 RA-differentiated ES cells. We identified, using mass spectrometry, 50 proteins that associated with *Dali*, but not with antisense *Dali* or a size-matched unrelated control transcript (Supplementary File 7). Direct interactions between the endogenous *Dali* transcript and four of these candidate binding proteins, the DNA methyltransferase DNMT1, the BRG1 core component of the SWI/SNF family chromatin remodelling BAF complex, and the P66beta, and SIN3A transcriptional co-factors, were subsequently validated using UV-crosslinked RNA Immunoprecipitation (UV-RIP) in N2A cells (Figure 6A,B). Human *DALI* was also found, using UV-RIP, to interact with human DNMT1, yet not with BRG1, in human neuroblastoma SH-SY5Y cells (Figure 6B). Consequently, in further experiments, we focused on the evolutionarily conserved DNMT1 interaction.

**Figure 6.**
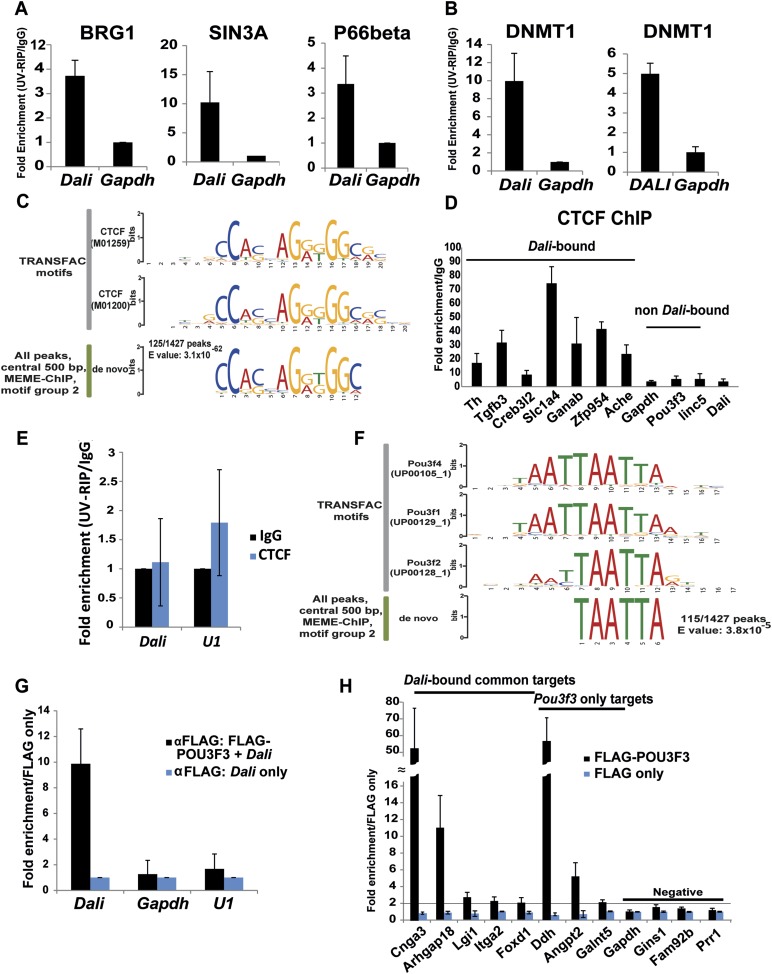
*Dali* associates with chromatin and transcriptional regulatory proteins. *Dali* interacts with BRG1, SIN3A, and P66beta in mouse N2A cells (**A**) and DNMT1 in mouse N2A and human SH-SY5Y cells (**B**). Nuclear extracts prepared from UV cross-linked cells were immuno-precipitated using either anti-DNMT1 or control IgG antibodies. Associated RNAs were purified and the levels of *Dali* and control *Gapdh* mRNA were quantified using qRT-PCR. Results are expressed as fold enrichment relative to an isotype IgG control antibody. Mean value ± s.e., n = 3. (**C**) *De novo* discovery of a near-perfect match to a CTCF motif in 125/1427 (8.8%) *Dali* CHART-Seq peaks. (**D**) *Dali* co-occupies several locations shared with CTCF. Control regions are not predicted to be bound by CTCF and are not bound by *Dali*. ChIP assays were performed in N2A cells using either an antibody against CTCF or an isotype specific control. The indicated DNA fragments were amplified using qPCR. Fold enrichment was calculated as 2-ΔΔCt (IP/IgG). Mean value ± s.e., n = 3. (**E**) *Dali* does not directly interact with CTCF protein in mouse N2A cells. Nuclear extracts were prepared from UV cross-linked cells and immuno-precipitated using either anti-CTCF or control IgG antibodies. Associated RNAs were purified and the levels of *Dali* and control *U1* snoRNA were detected in each UV-RIP using qRT-PCR. Results are expressed as fold enrichment relative to an isotype IgG control antibody. Results are presented as mean value ± s.e. of three independent experiments. (**F**) *De novo* discovery of a motif for POU III family transcription factors (which includes POU3F3) in 115/1427 (8.1%) *Dali* CHART-Seq peaks. (**G**) UV-RIP in N2A cells: FLAG-tagged POU3F3 protein directly interacts with *Dali*. Mean value ± s.e., n = 3. (**H**) ChIP-qPCR in N2A cells: POU3F3 occupies a subset of loci bound by *Dali* and regulated by both *Pou3f3* and *Dali*. Loci associated with known (*Dali*-independent) *Pou3f3* targets were used as positive control, while loci not regulated by either *Pou3f3* or *Dali* and not bound by *Dali* were used as negative control. Mean value ± s.e., n = 3. **DOI:** http://dx.doi.org/10.7554/eLife.04530.013

Interestingly, 9 of 58 human transcription factors reported by Hervouet et al. as interacting with the DNMT1 protein (Hervouet et al., 2010), including CTCF, but also AP-2, C-ets-1, LRH1, PARP, PAX6, STAT1, YY1, and Sp1, were found to have binding site motifs that were significantly enriched within our stringent *Dali* bound CHART-seq peaks (Supplementary File 6). Motifs for none of 42 transcription factors that do not interact with DNMT1 but interact with DNMT3a and/or DNMT3b (Hervouet et al., 2010) were enriched in these peaks (Supplementary File 6). In particular, using a de novo motif discovery approach, we found a highly-enriched CTCF-binding site-like motif in 125 out of 1427 *Dali* peaks (9%; MEME E-value = 3.1 × 10^−62^; Figure 6C) (Supplementary File 7). This result was concordant with the greater than expected overlap between *Dali*-associated regions and known CTCF binding sites in neuronal tissues (Figure 5F) (Shen et al., 2012). 

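The word CCASYAGRKGGCR, taken as the consensus of the motif in Figure 6C, was searched on both strands in the central 500 bp of each peak with at most 1 mismatch. It was found in 238 peaks (16.68%; 95% Wilson interval over peaks, 14.83% to 18.7%) and in 135 flanks (4.735%), an odds ratio of 4.027 (95% interval, 3.209 to 5.066; p = 2.8e-36, two-sided Fisher's exact test). Allowing no mismatch moved the result most, with 82 peaks and an odds ratio of 11.53. The same word read backwards was rare, in 6 peaks and 12 flanks, and gave an odds ratio of 0.999 (95% interval, 0.307 to 2.883). A word search differs from the motif discovery of the paper, which was not rerun. Because the paper found the motif in these same peaks, an excess of its consensus over flanks is not independent support for it.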

Using Chromatin Immunoprecipitation and qPCR (ChIP-qPCR) in N2A cells, we confirmed the CTCF-enrichment of previously-known CTCF-binding sites within 7 *Dali*-bound and regulated promoters, but not at four control regions (Figure 6D). However, despite CTCF and *Dali* thus occupying a subset of shared genomic binding sites, UV-RIP provided no evidence of a direct physical interaction (Figure 6E). Consequently, *Dali* and CTCF may be non-interacting molecular subunits of a larger ribonucleoprotein complex, or alternatively they might independently bind adjacent sequence, or compete for binding to the same region. Taken together, the data suggest that *Dali* is recruited to chromatin via indirect interactions with several DNA-binding proteins through its direct association with DNMT1.

### Depletion of *Dali* leads to DNA methylation changes at bound and regulated promoters

Increasing numbers of lncRNAs have been shown to direct DNA methylation changes at their sites of synthesis (Mohammad et al., 2010; Di Ruscio et al., 2013). The direct interaction of *Dali* with DNMT1, however, suggests that it may be able to regulate DNMT1-mediated CpG methylation at CpG island-associated promoters of *Dali*-bound and -regulated genes in *trans*. To investigate this, we performed Combined Bisulfite Restriction Analysis (COBRA) (Xiong and Laird, 1997) in parallel at 10 different CpG islands. Selection of these regions was on the basis that they each contained several COBRA-compatible restriction enzyme sites and could be efficiently amplified from bisulfite-converted template. COBRA demonstrated that five of these regions (corresponding to four genes) exhibited altered restriction profiles indicative of altered DNA methylation status after *Dali* depletion depletion (Figure 7—figure supplement 1). The inability of COBRA to detect changes at all sites may indicate that the DNA methylation status of the remaining regions did not change upon *Dali* depletion or that changes that occurred were undetected due to technical limitations of the assay.

Bisulfite sequencing demonstrating that the *Dlgap5*, *Hmgb2*, and *Nos1* promoters each display increased CpG methylation in two independent stable *Dali* knockdown lines compared to control further confirmed these results (Figure 7A). Importantly, these data show that methylation changes occur within the core of these CpG islands and are not limited to their shores. Although other unidentified factors are also likely to play a role, our results are consistent with *Dali* (or a *Dali*:POU3F3 complex) acting in *trans*, as part of a multi-subunit ribonucleoprotein complex, to reduce DNMT1-mediated CpG methylation at a subset of bound and regulated gene promoters away from its site of transcription.

**Figure 7.**
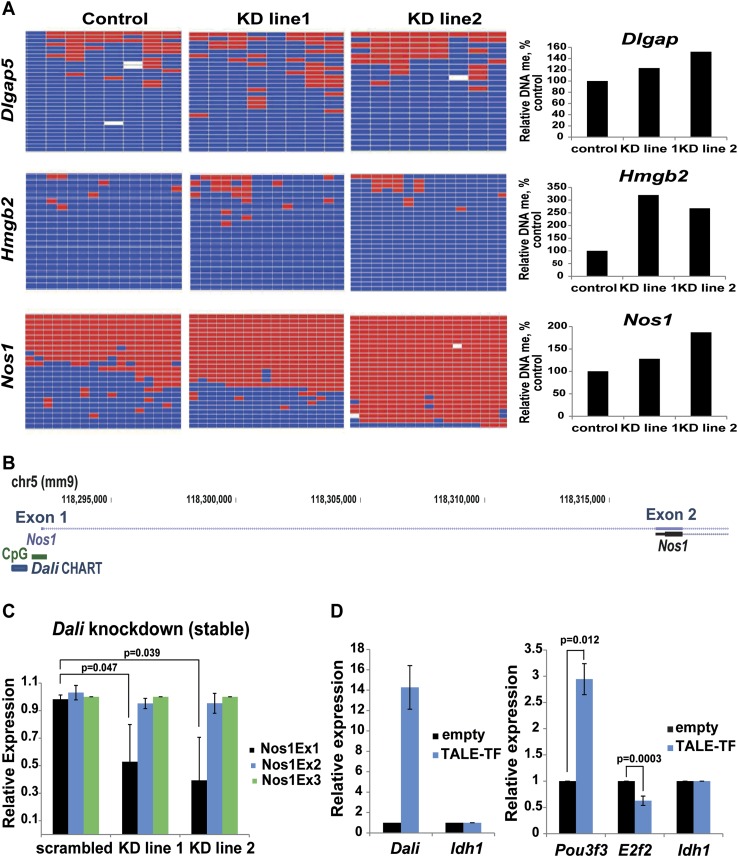
*Dali* modulates DNA methylation at bound and regulated promoters. (**A**) DNA methylation status of three CGI-associated promoters bound and regulated by *Dali* was assessed using bisulfite sequencing in control and two stable *Dali* knockdown lines. DNA methylation levels were found to be increased in knockdown lines. The degree of increase was correlated with the degree of *Dali* knockdown (see Figure 7—figure supplement 1). (**B**) *Nos1* gene has two clusters of alternative TSSs (Exon 1 and Exon 2). The upstream neuronal tissue-specific cluster (Exon 1) is associated with a CpG island and is bound by *Dali*. (**C**) Down-regulation of *Nos1* observed in stable *Dali* knockdown lines can be explained by reduced initiation from the *Dali*-bound TSS (Exon 1), as the ratio between Exon1 and an internal Exon 3 is diminished, while the ratio between Exon 2 and Exon 3 is not changed. Mean values ± s.e, n = 3, one tailed t-Test, unequal variance. (**D**) *Dali* transcript regulates *Pou3f3* locally and *E2f2* distally in ES mouse cells. *Dali* is expressed from its endogenous locus in non-expressing mouse E14 ES cells using custom-designed TALE-TF (left). De novo induction of the endogenous *Dali* locus is sufficient to up-regulate the neighbouring *Pou3f3* gene and down-regulate the distally located *E2f2* gene (right). Mean value ± s.e., n = 3. **DOI:** http://dx.doi.org/10.7554/eLife.04530.014

**Figure 7—figure supplement 1.**
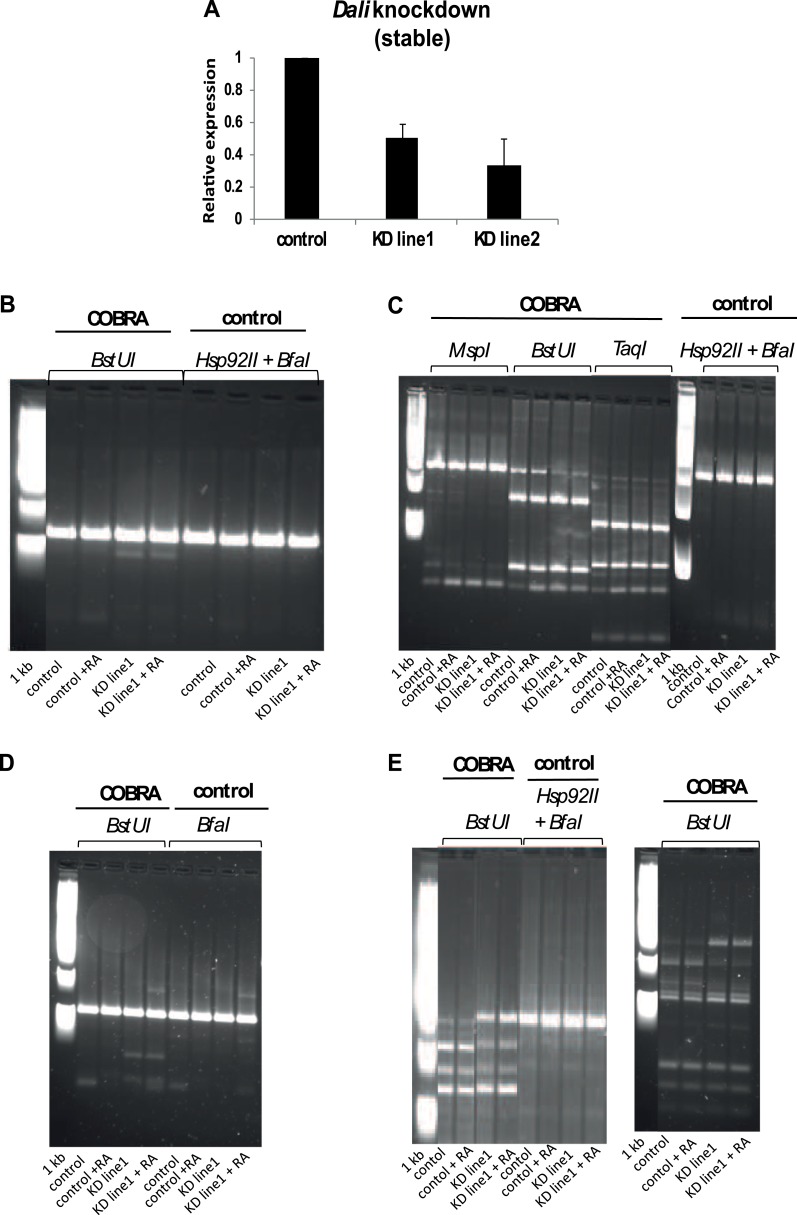
DNA Methylation analysis. (**A**) DNA methylation status of three Dali-bound and regulated CGI-associated promoters (Dlgap5, Nos1, and Hmgb2; see Figure 7) was assayed in a stable control and two independently isolated Dali knockdown lines (mean value ± s.e., n = 3). The degree of DNA methylation increase correlated with the degree of Dali depletion observed. (**B**, **C**, **D**, **E**) Combined bisulfite restriction analysis (COBRA assay) results for Hmgb2 (**B**), Fbn1 (**C**), Dlgap5 (**D**), Nos1 (**E**). COBRA was performed by bisulfite-treating genomic DNA of control and stable Dali knockdown cells, proliferating and differentiated with RA (+RA), PCR-amplifying the CpG-island associated promoters of the indicated Dali-bound and regulated genes, and digesting the PCR products with COBRA-compatible or control enzymes. **DOI:** http://dx.doi.org/10.7554/eLife.04530.015

One of these genes, *Nos1*, has multiple alternative promoters falling into two distinct regions (for simplicity referred to here as Exon 1 and Exon 2) whose differentiated use is proposed to fine-tune its expression in response to various physiological and developmental stimuli (Bros et al., 2006). 

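On mm9, *Nos1* lies on the forward strand of chromosome 5, and its annotated transcripts start at 118292153, 118292195, 118317123 and 118317128. The listed peak nearest to the first of these starts lay from 117043056 to 117043467, with its midpoint 1249 kb upstream. It had a score of 13.34. Downstream, the nearest peak lay from 119662667 to 119663707. The primers for *Nos1* Exon 1 gave no site in the search of the genome sequence, so the exon was placed from the annotation alone.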

Only the 5′-most region contains a CpG island and is bound by *Dali* (Figure 7B). By measuring expression levels of the three 5′-most *Nos1* exons in stable *Dali* knockdown and control lines we observed that the expression level of the 5′ most *Dali*-bound Exon 1 was reduced, relative to that for Exon 3, when *Dali* was depleted, whereas the expression ratio between Exons 2 and 3 was unaffected (Figure 7C). The preferential use of the 5′ most CpG site could reflect a secondary effect of *Dali* knockdown. Nevertheless, the observation that this site is bound by *Dali* transcript suggests that *Dali* may function by promoting the preferential use of a distantly located (and more rarely used) alternative promoter potentially through its effect on promoter-associated CpG island methylation.

### *Dali* and POU3F3 protein form a *trans*-acting transcriptional regulatory complex

A recognisable binding motif for POU III family transcription factors, such as POU3F3, was present in 115 out of 1427 *Dali* CHART-Seq peaks (8.0%; *E*-value = 3.8 × 10^−5^; Figure 6F). This finding, together with *Dali* and *Pou3f3* regulating a set of common genes (Figure 3D) and *Dali* occupying regulatory regions within 135 (13%) of *Pou3f3* targets (Figure 5H), suggested that *Dali* and POU3F3 protein may interact physically. Indeed, we observed direct RNA-protein interactions between over-expressed FLAG-tagged POU3F3 and co-transfected *Dali*, using UV-RIP in N2A cells (Figure 6G). 

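The supplement of the paper lists the word TAATTA with the E value that the text gives for the POU III motif. TAATTA was present in the central 500 bp of 163 peaks (11.42%) and of 342 flanks, an odds ratio of 0.946 (95% interval, 0.771 to 1.158; p = 0.615, two-sided Fisher's exact test). Over whole peaks it was present in 196, with an odds ratio of 0.819 (p = 0.0312, Fisher's exact test), so that it was less frequent there than in flanks. ATTAAT, a word of the same base composition, had an odds ratio of 0.571 (p = 4.1e-07, Fisher's exact test). Flanks are poorer in GC than peaks, so a comparison with them favours words of A and T in the flanks.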

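Of the genes that the paper lists as changed on *Pou3f3* knockdown, 1020 were matched to the annotation. *Dali* peaks lay in the regulatory regions of 129 of them (12.65%), against 9.145% of all protein-coding genes, an odds ratio of 1.468 (95% interval, 1.204 to 1.779; p = 1.5e-04, two-sided Fisher's exact test). Uniform redraws of the peak positions gave 109 such genes on average (p = 0.018, one-sided permutation test). Redraws matched on GC content gave 120.8 (p = 0.217, permutation test), but they bound 2228 genes on average against 2044 for the peaks. As a share of the bound genes, the *Pou3f3* targets made up 6.311% for the peaks and 5.422% for redraws matched on GC content (p = 0.011, permutation test). The redraws and the share were chosen after seeing the data.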

Using ChIP-qPCR, we then determined that at least five genes that were regulated by both *Dali* and *Pou3f3* contained regions that were bound both by *Dali* and by POU3F3 protein (Figure 6H). These results provide further mechanistic insights into *Dali*'s mode of action and indicate that *Dali* and POU3F3 form a complex that binds to and regulates a subset of genes *in trans* in N2A cells.

### Induction of the endogenous *Dali* transcript in mouse ES cells regulates *Pou3f3* locally and *E2f2* distally

Finally, we tested whether de novo expressed *Dali* transcript can act as a transcriptional regulator in order to further substantiate the observation that *Dali* functions as a novel regulator of both local and distal gene expression. To achieve this, we induced *Dali* expression from its endogenous locus in E14 mouse ES cells, which do not express *Dali* or *Pou3f3* to detectable levels, using transient transfection of an artificial Transcription Activator-Like effector (TALE) transcription factor. After 72 hr, up-regulation of *Dali* transcript was shown to significantly increase *Pou3f3* expression (Figure 7D). *Dali* expression from its own locus is thus sufficient to induce the expression of its genomically neighbouring *Pou3f3* gene (Figure 7D). We next investigated the expression levels of *E2f2*, a gene that we found to be negatively regulated by *Dali* using shRNA mediated knockdown (Supplementary file 2), and found that *Dali* up-regulation reduced *E2f2* transcript levels by approximately 40% (Figure 7D). Taken together, these results indicate that *Dali* can regulate both local and distal target genes when its expression is induced from its endogenous locus.

## Discussion

The ability of nuclear localised lncRNAs to act *in trans* at distal genomic locations to regulate gene expression programs has been poorly understood. This is in large part because the direct transcriptional targets of only a small number of such transcripts (for example, *Paupar* (mouse), *HOTAIR*, *NEAT1*, *TERC*, *RMST* (all human), and *rox2* (*Drosophila*)) have been identified thus far (Chu et al., 2011; Simon et al., 2011; Ng et al., 2013; Vance et al., 2014). Consequently, it has been unclear how these transcripts are targeted to distal functional elements and whether thereafter they alter chromatin structure in situ.

In this study we found evidence that the intergenic lncRNA *Dali* acts both locally to regulate the expression of its nearest protein-coding gene, *Pou3f3*, and distally to regulate both *Pou3f3*-dependent and -independent target genes in an RNA-dependent manner. 8.8% (150) of all genes whose expression altered following *Dali* depletion were associated with *Dali* binding sites within 1 Mb (although 30% of peaks reside within 5 kb of a TSS, see Figure 5E) and, therefore, are likely to represent direct regulatory targets. This proportion lies within the range of functional sites observed for transcription factors (Cusanovich et al., 2014). Our results are consistent with a model in which mouse or human *Dali* is recruited to chromatin indirectly via RNA-protein interactions with both sequence-specific transcription factor proteins, such as POU3F3 which is encoded by its neighbouring gene, or non-sequence specific DNA binding cofactors including DNMT1, which in turn may interact with sequence-specific DNA-binding proteins. In this model, *Pou3f3*-dependent target genes are regulated by *Dali* both indirectly, via its transcriptional regulatory effect on the *Pou3f3* gene, and directly via its physical interaction with the POU3F3 protein and their co-occupancy at regulatory regions of target genes.

Our data show that both human and mouse *Dali* associate with DNMT1 and that depletion of *Dali* levels increases CpG methylation at *Dali* bound and regulated promoters *in trans*. Whilst a growing body of literature has implicated lncRNAs, such as *Kcnq1ot1* and *ecCEBPA* (Mohammad et al., 2010; Di Ruscio et al., 2013), in modulating CpG methylation in a DNMT1-dependent manner at their sites of synthesis, our findings represent the first evidence that an intergenic lncRNA can regulate DNA methylation *in trans* at distal genomic locations away from its site of transcription.

Our findings suggest that *Dali* inhibits DNA methylation at a subset of bound and regulated regions, presumably deposited by the DNMT1 DNA methyltransferase, to which it binds. DNMT1 binds structured RNA with higher affinity than its DNA substrate (Di Ruscio et al., 2013). It is thus possible that *Dali* competes for binding to DNMT1 with either protein co-factors such as UHRF1, which loads and orients the enzyme on the DNA substrate (Inomata et al., 2008), or its DNA substrate. Targeting of DNMT1 to specific loci is believed to be mediated by DNMT1-interacting transcription factors. 58 transcriptional factors have been reported as DNMT1 interactors (Hervouet et al., 2010), of which 9 have enriched sequence motifs in *Dali* CHART-Seq peaks. We thus propose a model in which such transcription factors promote the sequence-specificity of *Dali*-modulated DNA methylation changes. The genomic co-localisation of DNMT1 and transcription factors using ChIP remains unknown owing to the poor performance of the available anti-DNMT1 antibodies in this application.

We have shown that *Dali* regulates genes involved in neural development and function and its depletion disrupts terminal stages of neuronal differentiation, more particularly neurite outgrowth development. 

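On mm9, the peak nearest to *Dkk1* lay on chromosome 19 from 30623342 to 30624214, with its midpoint 377 bp downstream of the TSS, and that nearest to *Sparc* lay on chromosome 11 from 55237330 to 55238007, 4.09 kb upstream. For *Fam5b* the nearest peak was in an intron on chromosome 1 from 160253517 to 160254076, 32.6 kb downstream of the TSS. *Kif2c* had its nearest peak 6.91 kb upstream on chromosome 4, and *Kif11* had its nearest peak 13.7 kb upstream on chromosome 19. Their scores ran from 9.68 for *Fam5b* to 23.78 for *Dkk1*. Of 27 genes that the paper names or draws as bound, 14 had a peak in their regulatory region as extended by up to 1 Mb, 7 had a peak within 5 kb of a TSS and 12 had none within 100 kb.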

*Dali* RNA binds to and up-regulates the promoters or promoter-proximal regions of key pro-differentiation factors, such as *E2f2* (Persengiev et al., 2001), *Fam5b* (Terashima et al., 2010), *Sparc* (Bhoopathi et al., 2011) and *Dkk1* (Cajanek et al., 2009) (Watanabe et al., 2005), as well as binding and negatively regulating genes such as *Kif2c* and *Kif11* which are known to block neurite outgrowth (Laketa et al., 2007; Myers and Baas, 2007; Nadar et al., 2012). Therefore, *Dali* works as a pro-differentiation factor in neural development by regulating the balance between proliferation and differentiation, as well as processes associated with terminal neuronal differentiation.

*Cis*- or *trans*-acting modes of action have been proposed for a growing number of lncRNAs (Fatica and Bozzoni, 2014). *Dali* is unusual in acting in a transcript-dependent manner to perform both local and distal gene regulatory roles like another such lncRNA, *Paupar* (Vance et al., 2014). *Dali* is transcribed in the vicinity of a neuronal transcription factor *Pou3f3*. Both *Dali* and *Paupar* lncRNAs are CNS-expressed and evolutionarily constrained transcripts that are co-expressed with their neighbouring transcription factor genes both spatially and temporally. Moreover, both lncRNAs interact directly with the protein product of their neighbouring genes, POU3F3 and PAX6, respectively, to regulate a large set of targets *in trans*. These observations, together with the preferential genomic location of intergenic lncRNA loci adjacent to transcription factor genes (Ponjavic et al., 2009) imply that lncRNAs may commonly interact with the product of genomically adjacent transcription factor genes to act *in trans* on distal genes.

## Materials and methods

### Plasmid construction

We used the Whitehead Institute siRNA selection program to design shRNAs that target multiple regions of *Dali* or *Pou3f3*. To minimise the possibility of off-target effects, we compared candidate sequences against the NCBI RefSeq database and removed those with ≥15 bases in the anti-sense strand that matched a database entry. We then cloned the double stranded DNA oligonucleotides containing sense-loop-antisense targeting sequences downstream of the U6 promoter in pBS-U6-CMVeGFP (Sarker et al., 2005) by linker ligation. The *Dali* expression plasmid was constructed by PCR amplifying the full length *Dali* sequence as an *Eco*RI-*Xho*I fragment from mouse N2A cell genomic DNA and inserting it into pcDNA3. The FLAG-tagged *Pou3f3* expression plasmid was constructed by excising the full length *Pou3f3* ORF from *Pou3f3* (NM_008900) mouse cDNA clone in pCMV Entry vector (Cambridge Biosciences, UK) and inserting it into the multiple cloning site (MCS) of the N-terminal pFLAG-CMV-6a vector (Sigma–Aldrich, UK) between *Eco*RI and *Eco*RV sites. The sequences of all oligonucleotides used for cloning are shown in Supplementary file 1.

### *Dali* and *Pou3f3* knockdown

Cells were plated at a density of approximately 2 × 10^5^ cells per well in a six well plate. 16–24 hr later cells were transfected with 1.5 μg shRNA expression construct using FuGENE 6 (Promega, UK) following the manufacturer's instructions. Total RNA was extracted from the cells 48–72 hr later using TRIzol-chloroform extraction method. For stable transfections, N2A cells were co-transfected with the pBSU6-shRNA expression vector and pTK-Hyg (Clontech, Mountain View, CA) at a 5:1 ratio. 72 hr post-transfection 200 μg/ml Hygromycin B was added to the cells to select individual drug resistant clones that were later isolated and expanded under selective conditions. *Dali* expression in individual clones was measured by qRT-PCR.

### qRT-PCR and RACE

Reverse transcription was performed using the QuantiTect Reverse Transcription Kit (Qiagen, Netherlands). SYBR Green quantitative PCR was performed using a Step One Plus Real-Time PCR System (Applied Biosystems, UK). For RACE, GeneRacer Kit (Invitrogen, UK) was used according to the manufacturer's instructions. Human foetal brain RNA was purchased from Promega. Primers are listed in Supplementary file 1.

### Cell culture

Mouse N2A neuroblastoma and E14 ES cells were cultured as described in (Vance et al., 2014). The N2A cell line was chosen because it has been used extensively as a model to study neural differentiation in vitro (Shea et al., 1985). Human neuroblastoma (SH-SY5Y) cells were grown in DMEM/F12 medium supplemented with 10% FBS, 1% penicillin-streptomycin, and 1% L-glutamine at 37°C in a humidified atmosphere with 5% CO_2_. Biochemical fractionation, ChIP and UV-RIP experiments was performed exactly as described in Vance et al. (2014). The following antibodies were used: anti-DNMT1 (ab87656; Abcam, UK), anti-BRG1 (ab4081; Abcam), anti-P66beta (ab76924; Abcam), anti-SIN3A (Active Motif, Belgium, 39,865), anti-CTCF (Abcam, 70,303), anti-rabbit IgG control antibodies (Millipore, Billerica, MA) and mouse monoclonal anti-FLAG M2 beads (Sigma–Aldrich) for FLAG-tagged POU3F3 experiments.

### Animal work

All animal experiments were conducted in accordance to schedule one UK Home Office guidelines (Scientific Procedures Act, 1986). C57BL/6J, postnatal day P56 male and pregnant females were killed by cervical dislocation; whole brains were dissected in ice-cold phosphate-buffered saline (PBS) from adult (n = 2), and intrauterine stages E9 (n = 6), E10.5 (n = 6), E13.5 (n = 6), E15.5 (n = 6) and E18.5 (n = 6) mice. Brains were embedded in 5% agarose (low melting, Bioline) and sectioned using a vibrating microtome (Leica, VT1000S) into 200 μm coronal sections using a chilled solution of 1:1 mixture of RNAlater (Ambion) and PBS. Regions of interest (adult: dentate gyrus, subventricular zone and olfactory bulb; embryos: preplate, proliferative compartmenst combining ventricular and subventricular zones, and cortical plate from lateral and dorsal tiers) were dissected from individual sections using 27 gauge needles under visual guidance, using transillumination on a dissecting microscope (MZFLIII, Leica, Switzerland). Dissected samples were rinsed in RNAse free PBS/RNAlater 1:1, submerged in ice-cold RNAlater kept for 24 hr at 4°C and stored at −80°C in RNAlater until processing.

### Transcriptomic analysis

Total RNA was isolated using the Qiagen Mini RNeasy kit according to the manufacturers' instructions. RNA integrity was assessed on a BioAnalyzer (Agilent Technologies, UK). 200 ng RNA was used to produce labelled sense single stranded DNA (ssDNA) for hybridization with the Ambion WT Expression Kit, the Affymetrix WT Terminal Labelling and Controls Kit and the Affymetrix Hybridization, Wash, and Stain Kit following the manufacturer’s instructions. Sense ssDNA was fragmented and the distribution of fragment lengths was assessed on a BioAnalyzer. Next, fragmented ssDNA was labelled and hybridized to the Affymetrix GeneChip Mouse Gene 1.0 ST Array (Affymetrix, UK). Arrays were processed on an Affymetrix GeneChip Fluidics Station 450 and Scanner 3000.

CEL files were analysed using the Limma, oligo, and genefilter R Bioconductor packages (Smyth, 2004; Carvalho and Irizarry, 2010). Arrays were RMA background corrected and quantile normalised. Summary expression values were calculated at the gene level. Genes whose expression changed upon *Dali* and *Pou3f3* knockdown, as well as upon retinoic acid induced differentiation of control and stable *Dali* knockdown cells, were filtered to remove genes showing little variation in expression (variance cut off of 0.5) before the identification of significant changes. In every case, the Limma Ebayes algorithm was used to identify differential expression between three knockdown and three control samples (biological replicates). 1.3-fold change cutoff was applied in every case. GOToolbox was used to perform Gene Ontology analyses ((Martin et al., 2004); http://genome.crg.es/GOToolBox/). Representative significantly enriched categories were selected from a hypergeometric test with a Benjamini-Hochberg corrected p-value threshold of 0.05.

### CHART

CHART Enrichment and RNase H Mapping experiments were performed as described in (Simon, 2013). We designed 10 biotinylated DNA capture (C)-oligos: 5 oligos complementary to the most accessible regions of *Dali*, as determined by RNase H mapping, and 5 oligos targeting the most evolutionarily conserved regions of the transcript (Figure 5A). These oligos were used as two cocktails of 5 oligos, and as a pool of all 10. As controls, we used an oligo designed to target the antisense *Dali* sequence (absent from the N2A transcriptome). Additionally we require peaks to not overlap with those identified in an analogous CHART-sequence experiment using the *E. coli lacZ* sequence (GSE52571) (Vance et al., 2014). Compared to controls, all three cocktails of *Dali* oligos showed significant enrichment of the *Dali* transcript (10-fold compared to *lacZ*), but no enrichment of the abundant mRNA *Gapdh* (Figure 5B). Without any prior information about *Dali* genomic binding, we considered its endogenous site of synthesis to assess the enrichment of transcript-associated DNA loci. Specific enrichment of *Dali* at its locus was observed as expected (Figure 5—figure supplement 1).

CHART extract was prepared from approximately 3 × 10^8^ N2A cells per pull down and hybridized overnight with 810 pmol biotinylated oligonucleotide cocktail (Supplementary File 1) at room temperature with rotation. 250 μl MyOneC1 streptavidin beads (Invitrogen) were used to capture the complexes overnight at room temperature with rotation. After extensive washes, bound material was eluted using RNase H (New England Biolabs (NEB), UK) for 30 min at room temperature. Samples were treated with Proteinase K and cross-links were reversed. RNA was purified from 1/5 total sample volume using the QIAGEN miRNeasy kit. DNA was prepared from the remaining sample using the phenol:chloroform:isoamyl alcohol extraction and ethanol precipitation method. DNA was further sheared to an average fragment size of 150–300 bp using a Bioruptor (Diagenode, Belgium) and sequenced on an Illumina HiSeq (50 bp paired end).

### Computational analysis of CHART-seq data

CHART-seq was performed with three independent pull down samples (using two independent cocktails of 5 C-oligos, and one cocktail containing all 10 C-oligos) and sequenced simultaneously with a matched input sample. 50 bp, paired-end reads were mapped to the mouse genome (mm9) using bowtie with the options ‘–m1 –v2 –best–strata–a’. For each *Dali* sample, peaks were called against the matched N2A input sample (4208 peaks) and CHART-seq peaks previously analogously identified in N2A cells using two *lacZ* controls (1928 peaks) (Vance et al., 2014). Peak calls were made using the MACS2 algorithm ((Zhang et al., 2008); https://github.com/taoliu/MACS/blob/master/README) with the options ‘–mfold 10 30 –gsize = 2.39e9 –qvalue = 0.01’ using the CGAT pipeline ‘pipeline_mapping.py’ (https://github.com/CGATOxford/cgat). Peak calls were then filtered such that only peak calls with a −log10 q value >5 were retained (FDR 0.001%).

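The score in the deposited list ran from 6.89 to 108.25 with a median of 19.11. The text of the paper does not name this column. It was used here to rank and filter peaks and, as log2 values, in a correlation with width. Across peaks, which are not independent replicates, Spearman's correlation of score with width was 0.101 (p = 2.1e-04, two-sided permutation test) and Pearson's correlation of their log2 values was 0.102 (p = 1.2e-04, same test). Among the 1354 peaks with a score of at least 10, Spearman's correlation was 0.0555 (p = 0.04095, same test).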

We discovered 1427 *Dali*-associated regions genome-wide called against both input and *lacZ* control samples (Figure 5A; Supplementary file 5).

### Characterisation of *Dali* binding sites

The chromosomal distribution of *Dali* peaks was visualised using the R Bioconductor package ‘ggbio’ (Yin et al., 2012). Genome territory enrichments analysis was performed using the Genome Association Tester (GAT; (Heger et al., 2013)). 10,000 simulations were performed using a mappability filtered workspace and an isochore file partitioning the genome into eight bins based on regional GC content. For the chromosomal enrichment analyses, chromosomal territories were proportionally assigned to a single virtual meta-chromosome before using GAT to test for GC and mappability corrected enrichments as above. Gene Ontology categories enriched for *Dali* binding were identified by intersecting regulatory regions for known coding genes with *Dali* binding sites. Regulatory regions for genes were defined following the GREAT definition (McLean et al., 2010) as a basal domain surrounding the TSS (from −5 kb to +1 kb) and extending domains upstream and downstream to the nearest gene's basal domain or to a maximum distance of 1 Mb. Enrichments were identified using GOToolbox.

*Dali* peaks were characterised using DNase I hypersensitivity (HS) data generated by the Stamatoyannopoulos lab at the University of Washington and chromatin features identified by the Ren lab at the Ludwig Institute for Cancer Research ((Shen et al., 2012); ENCODE Project Consortium, 2012). Enrichments of DNase I HS and chromatin features overlapping Dali peaks were assessed using GAT to control for mappability and regional GC content as above.

Complementarity between *Dali* sequence and binding locations was assessed using the EMBOSS Water algorithm (Rice et al., 2000) which performs Smith-Waterman alignment with a range of gap opening and extension penalties. RNA-DNA:DNA triplex formation was assessed using the Triplexator search software suit (Buske et al., 2012). The MEME-ChIP (Machanick and Bailey, 2011) algorithm was used to perform de novo motif discovery analysis by examining the unmasked DNA sequence of the central regions of peak locations. MEME-ChIP was run with the options ‘-meme-mod zoops -meme-minw 5 -meme-maxw 30–meme-nmotifs 50’ using a custom background file prepared from regions flanking the peak locations using the command ‘fasta-get-markov -m 2’. Enrichment of known vertebrate transcription factor binding sites from the TRANSFAC Professional database (Matys et al., 2006) was assessed using the AME algorithm (McLeay and Bailey, 2010) with the options ‘–method fisher–length-correct’ using the sequence and background file prepared for MEME-ChIP analysis.

### 3C

E14 ES cells or day 4 ES-derived neuronal were cross-linked with 2% formaldehyde. Nuclei were prepared and permeabilized with 0.3% SDS in 1.2× restriction buffer (NEB3 for *BglII*) for 1 hr at 37°C. Then, SDS was sequestered by adding 1.8% Triton X-100. 1 × 10^6^ nuclei (∼15 μg of chromatin) were digested with 400 units of *BglII* restriction enzyme overnight, and the enzyme was inactivated. Nuclei were diluted in 1.15× T4 DNA ligation buffer (NEB), and SDS sequestered by adding 1% Triton X-100. The digested chromatin was ligated using 100 Weiss units of T4 DNA ligase for 4 hr at 16°C and treated with Proteinase K to reverse cross-links. Samples were further treated with RNase A, and DNA was phenol-chloroform extracted and ethanol precipitated.

A RP23-92N4 (CHORI; BACPAC) Bacterial Artificial Chromosome (BAC) clone covering the *Pou3f3-Dali* locus was treated as above and used as a control template for the 3C assay. Ligation products of 3C and BAC samples were quantified by qPCR. PCR reactions consisted of 300 ng 3C sample, 0.2 μM test primers and a primer corresponding to *Dali* promoter and 1× SYBR Green PCR Mastermix (Life Technologies, UK). All reactions were performed in triplicate. The mean threshold cycle (Ct) value was calculated and used to calculate relative amounts of PCR products. To normalise for different primer efficiencies, interaction frequencies were calculated by dividing the amount of PCR product obtained from the 3C sample by the amount of DNA obtained from control BAC DNA. Interaction frequencies were also normalised to *Gapdh* internal controls prepared from genomic DNA in the same manner as the BAC clone sample. All primers used are listed in Supplementary file 1.

### COBRA

We used COBRA to study 9 out of 44 CpG island-containing promoters bound by *Dali* and associated with genes differentially expressed between stable *Dali* knockdown and control cell lines prior to or subsequent to the RA-induced differentiation. 80–350 ng of genomic DNA was bisulfite-treated using EZ DNA Methylation Gold kit according to the manufacturer's instruction and used for PCR amplification. Primers for amplifying bisulfite converted template DNA were designed using MethPrimer software accessible at http://www.urogene.org/methprimer/ (Li and Dahiya, 2002). PCR products were on-column purified with QIAquick PCR Purification Kit. 250 ng to 1 μg of purified products were incubated with appropriate COBRA-compatible (*Bst*UI (NEB), *Msp*I (NEB), *Taq*I (Thermo Scientific), *Hpy*CH4IV (NEB)) or control (*Hsp*92II (Promega), *Bfa*I (NEB)) restriction enzymes overnight. Restriction products were analysed on 3% low melting point agarose gels.

### TALE-mediated up-regulation

Target regions were selected and TAL effector constructs were designed using software, tools, and information found on the TAL Effector Nucleotide Targeter 2.0 website accessible from https://tale-nt.cac.cornell.edu/. Construction of custom TALE-TFs designed to target promoter-proximal region of *Dali* to up-regulate transcription from the locus was performed as described by Sanjana et al. (2012). The TALE-TF was designed to target the following region lying upstream of the TSS of *Dali*: chr1 (mm9): 42807019-42807038 ("TGTCCCTTGTCCACATATCT"). The TAL domain sequence used was as follows: NH NG HD HD HD NG NG NH NG HD HD NI HD NI NG NI NG.

### Data deposition

Microarray and CHART-Seq data have been deposited in the GEO database under accession number GSE62035 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62035).

## References

[bib1] Bassett AR, Akhtar A, Barlow DP, Bird AP, Brockdorff N, Duboule D, Ephrussi A, Ferguson-Smith AC, Gingeras TR, Haerty W, Higgs DR, Miska EA, Ponting CP (2014). Considerations when investigating lncRNA function in
vivo. eLife.

[bib2] Berghoff EG, Clark MF, Chen S, Cajigas I, Leib DE, Kohtz JD (2013). Evf2 (Dlx6as) lncRNA regulates ultraconserved enhancer methylation and
the differential transcriptional control of adjacent genes. Development.

[bib3] Bhoopathi P, Chetty C, Dontula R, Gujrati M, Dinh DH, Rao JS, Lakka SS (2011). SPARC stimulates neuronal differentiation of medulloblastoma cells via
the Notch1/STAT3 pathway. Cancer Research.

[bib4] Bros M, Boissel JP, Godtel-Armbrust U, Förstermann U (2006). Transcription of human neuronal nitric oxide synthase mRNAs derived
from different first exons is partly controlled by exon 1-specific promoter
sequences. Genomics.

[bib5] Buske FA, Bauer DC, Mattick JS, Bailey TL (2012). Triplexator: detecting nucleic acid triple helices in genomic and
transcriptomic data. Genome Research.

[bib6] Cajanek L, Ribeiro D, Liste I, Parish CL, Bryja V, Arenas E (2009). Wnt/beta-catenin signaling blockade promotes neuronal induction and
dopaminergic differentiation in embryonic stem cells. Stem Cells.

[bib7] Carvalho BS, Irizarry RA (2010). A framework for oligonucleotide microarray
preprocessing. Bioinformatics.

[bib8] Chu C, Qu K, Zhong FL, Artandi SE, Chang HY (2011). Genomic maps of long noncoding RNA occupancy reveal principles of
RNA-chromatin interactions. Molecular Cell.

[bib9] Cusanovich DA, Pavlovic B, Pritchard JK, Gilad Y (2014). The functional consequences of variation in transcription factor
binding. PLOS Genetics.

[bib10] Di Ruscio A, Ebralidze AK, Benoukraf T, Amabile G, Goff LA, Terragni J, Figueroa ME, De Figueiredo Pontes LL, Alberich-Jorda M, Zhang P, Wu M, D'Alò F, Melnick A, Leone G, Ebralidze KK, Pradhan S, Rinn JL, Tenen DG (2013). DNMT1-interacting RNAs block gene-specific DNA
methylation. Nature.

[bib11] Dominguez MH, Ayoub AE, Rakic P (2013). POU-III transcription factors (Brn1, Brn2, and Oct6) influence
neurogenesis, molecular identity, and migratory destination of upper-layer cells
of the cerebral cortex. Cerebral Cortex.

[bib12] Eißmann M, Gutschner T, Hammerle M, Gunther S, Caudron-Herger M, Gross M, Schirmacher P, Rippe K, Braun T, Zörnig M, Diederichs S (2012). Loss of the abundant nuclear non-coding RNA MALAT1 is compatible with
life and development. RNA Biology.

[bib13] Fatica A, Bozzoni I (2014). Long non-coding RNAs: new players in cell differentiation and
development. Nature Reviews Genetics.

[bib14] Heger A, Webber C, Goodson M, Ponting CP, Lunter G (2013). GAT: a simulation framework for testing the association of genomic
intervals. Bioinformatics.

[bib15] Hervouet E, Vallette FM, Cartron PF (2010). Dnmt1/Transcription factor interactions: an alternative mechanism of
DNA methylation inheritance. Genes & Cancer.

[bib16] Inomata K, Ohki I, Tochio H, Fujiwara K, Hiroaki H, Shirakawa M (2008). Kinetic and thermodynamic evidence for flipping of a methyl-CpG
binding domain on methylated DNA. Biochemistry.

[bib17] Kemp CR, Willems E, Wawrzak D, Hendrickx M, Agbor Agbor T, Leyns L (2007). Expression of Frizzled5, Frizzled7, and Frizzled10 during early mouse
development and interactions with canonical Wnt signaling. Developmental Dynamics.

[bib18] Laketa V, Simpson JC, Bechtel S, Wiemann S, Pepperkok R (2007). High-content microscopy identifies new neurite outgrowth
regulators. Molecular Biology of the Cell.

[bib19] Li LC, Dahiya R (2002). MethPrimer: designing primers for methylation PCRs. Bioinformatics.

[bib20] Machanick P, Bailey TL (2011). MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics.

[bib21] Martin D, Brun C, Remy E, Mouren P, Thieffry D, Jacq B (2004). GOToolBox: functional analysis of gene datasets based on Gene
Ontology. Genome Biology.

[bib22] Matys V, Kel-Margoulis OV, Fricke E, Liebich I, Land S, Barre-Dirrie A, Reuter I, Chekmenev D, Krull M, Hornischer K, Voss N, Stegmaier P, Lewicki-Potapov B, Saxel H, Kel AE, Wingender E (2006). TRANSFAC and its module TRANSCompel: transcriptional gene regulation
in eukaryotes. Nucleic Acids Research.

[bib23] McEvilly RJ, de Diaz MO, Schonemann MD, Hooshmand F, Rosenfeld MG (2002). Transcriptional regulation of cortical neuron migration by POU domain
factors. Science.

[bib24] McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB, Wenger AM, Bejerano G (2010). GREAT improves functional interpretation of cis-regulatory
regions. Nature Biotechnology.

[bib25] McLeay RC, Bailey TL (2010). Motif Enrichment Analysis: a unified framework and an evaluation on
ChIP data. BMC Bioinformatics.

[bib26] Melo CA, Drost J, Wijchers PJ, van de Werken H, de Wit E, Oude Vrielink JA, Elkon R, Melo SA, Leveille N, Kalluri R, de Laat W, Agami R (2013). eRNAs are required for p53-dependent enhancer activity and gene
transcription. Molecular Cell.

[bib27] Ming GL, Song H (2011). Adult neurogenesis in the mammalian brain: significant answers and
significant questions. Neuron.

[bib28] Mohammad F, Mondal T, Guseva N, Pandey GK, Kanduri C (2010). Kcnq1ot1 noncoding RNA mediates transcriptional gene silencing by
interacting with Dnmt1. Development.

[bib29] Monnier P, Martinet C, Pontis J, Stancheva I, Ait-Si-Ali S, Dandolo L (2013). H19 lncRNA controls gene expression of the Imprinted Gene Network by
recruiting MBD1. Proceedings of the National Academy of Sciences of USA.

[bib30] Mousavi K, Zare H, Dell'orso S, Grontved L, Gutierrez-Cruz G, Derfoul A, Hager GL, Sartorelli V (2013). eRNAs promote transcription by establishing chromatin accessibility at
defined genomic loci. Molecular Cell.

[bib31] Mutai H, Nagashima R, Sugitani Y, Noda T, Fujii M, Matsunaga T (2009). Expression of Pou3f3/Brn-1 and its genomic methylation in developing
auditory epithelium. Developmental Neurobiology.

[bib32] Myers KA, Baas PW (2007). Kinesin-5 regulates the growth of the axon by acting as a brake on its
microtubule array. The Journal of Cell Biology.

[bib33] Nadar VC, Lin S, Baas PW (2012). Microtubule redistribution in growth cones elicited by focal
inactivation of kinesin-5. The Journal of Neuroscience.

[bib34] Nakai S, Sugitani Y, Sato H, Ito S, Miura Y, Ogawa M, Nishi M, Jishage K, Minowa O, Noda T (2003). Crucial roles of Brn1 in distal tubule formation and function in mouse
kidney. Development.

[bib35] Ng SY, Bogu GK, Soh BS, Stanton LW (2013). The long noncoding RNA RMST interacts with SOX2 to regulate
neurogenesis. Molecular Cell.

[bib36] Paoletti L, Elena C, Domizi P, Banchio C (2011). Role of phosphatidylcholine during neuronal
differentiation. IUBMB Life.

[bib37] Persengiev SP, Li J, Poulin ML, Kilpatrick DL (2001). E2F2 converts reversibly differentiated PC12 cells to an irreversible,
neurotrophin-dependent state. Oncogene.

[bib38] Ponjavic J, Oliver PL, Lunter G, Ponting CP (2009). Genomic and transcriptional co-localization of protein-coding and long
non-coding RNA pairs in the developing brain. PLoS genetics.

[bib39] Ramos AD, Diaz A, Nellore A, Delgado RN, Park KY, Gonzales-Roybal G, Oldham MC, Song JS, Lim DA (2013). Integration of genome-wide approaches identifies lncRNAs of adult
neural stem cells and their progeny in vivo. Cell Stem Cell.

[bib40] Rice P, Longden I, Bleasby A (2000). EMBOSS: the european molecular biology Open software
Suite. Trends in genetics.

[bib41] Sanjana NE, Cong L, Zhou Y, Cunniff MM, Feng G, Zhang F (2012). A transcription activator-like effector toolbox for genome
engineering. Nature Protocols.

[bib42] Santoro F, Mayer D, Klement RM, Warczok KE, Stukalov A, Barlow DP, Pauler FM (2013). Imprinted Igf2r silencing depends on continuous Airn lncRNA expression
and is not restricted to a developmental window. Development.

[bib43] Sarker KP, Wilson SM, Bonni S (2005). SnoN is a cell type-specific mediator of transforming growth
factor-beta responses. The Journal of Biological Chemistry.

[bib44] Sauvageau M, Goff LA, Lodato S, Bonev B, Groff AF, Gerhardinger C, Sanchez-Gomez DB, Hacisuleyman E, Li E, Spence M, Liapis SC, Mallard W, Morse M, Swerdel MR, D'Ecclessis MF, Moore JC, Lai V, Gong G, Yancopoulos GD, Frendewey D, Kellis M, Hart RP, Valenzuela DM, Arlotta P, Rinn JL (2013). Multiple knockout mouse models reveal lincRNAs are required for life
and brain development. eLife.

[bib45] Shea TB, Fischer I, Sapirstein VS (1985). Effect of retinoic acid on growth and morphological differentiation of
mouse NB2a neuroblastoma cells in culture. Brain Research.

[bib46] Shen Y, Yue F, McCleary DF, Ye Z, Edsall L, Kuan S, Wagner U, Dixon J, Lee L, Lobanenkov VV, Ren B (2012). A map of the cis-regulatory sequences in the mouse
genome. Nature.

[bib47] Simon MD, Frederick M, Ausubel (2013). Capture hybridization analysis of RNA targets (CHART). Current protocols in molecular biology.

[bib48] Simon MD, Wang CI, Kharchenko PV, West JA, Chapman BA, Alekseyenko AA, Borowsky ML, Kuroda MI, Kingston RE (2011). The genomic binding sites of a noncoding RNA. Proceedings of the National Academy of Sciences of USA.

[bib49] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential
expression in microarray experiments. Statistical applications in genetics and molecular biology.

[bib50] Terashima M, Kobayashi M, Motomiya M, Inoue N, Yoshida T, Okano H, Iwasaki N, Minami A, Matsuoka I (2010). Analysis of the expression and function of BRINP family genes during
neuronal differentiation in mouse embryonic stem cell-derived neural stem
cells. Journal of Neuroscience Research.

[bib50a] The ENCODE Project
Consortium (2012). An integrated encyclopedia of DNA elements in the human
genome. Nature.

[bib51] Tian D, Sun S, Lee JT (2010). The long noncoding RNA, Jpx, is a molecular switch for X chromosome
inactivation. Cell.

[bib51a] Tremblay RG, Sikorska M, Sandhu JK, Lanthier P, Ribecco-Lutkiewicz M, Bani-Yaghoub M (2010). Differentiation of mouse Neuro 2A cells into dopamine
neurons. J. Neurosci. Methods.

[bib52] Vallot C, Huret C, Lesecque Y, Resch A, Oudrhiri N, Bennaceur-Griscelli A, Duret L, Rougeulle C (2013). XACT, a long noncoding transcript coating the active X chromosome in
human pluripotent cells. Nature Genetics.

[bib53] Vance KW, Ponting CP (2014). Transcriptional regulatory functions of nuclear long noncoding
RNAs. Trends in Genetics.

[bib54] Vance KW, Sansom SN, Lee S, Chalei V, Kong L, Cooper SE, Oliver PL, Ponting CP (2014). The long non-coding RNA Paupar regulates the expression of both local
and distal genes. The EMBO Journal.

[bib54a] Visel A, Minovitsky S, Dubchak I, Pennacchio LA (2007). VISTA Enhancer Browser–a database of tissue-specific human
enhancers. Nucleic Acids Res.

[bib55] Wang KC, Yang YW, Liu B, Sanyal A, Corces-Zimmerman R, Chen Y, Lajoie BR, Protacio A, Flynn RA, Gupta RA, Wysocka J, Lei M, Dekker J, Helms JA, Chang HY (2011). A long noncoding RNA maintains active chromatin to coordinate homeotic
gene expression. Nature.

[bib56] Watanabe K, Kamiya D, Nishiyama A, Katayama T, Nozaki S, Kawasaki H, Watanabe Y, Mizuseki K, Sasai Y (2005). Directed differentiation of telencephalic precursors from embryonic
stem cells. Nature Neuroscience.

[bib57] Xiong Z, Laird PW (1997). COBRA: a sensitive and quantitative DNA methylation
assay. Nucleic Acids Research.

[bib58] Yin T, Cook D, Lawrence M (2012). ggbio: an R package for extending the grammar of graphics for genomic
data. Genome Biology.

[bib59] Zhang B, Arun G, Mao YS, Lazar Z, Hung G, Bhattacharjee G, Xiao X, Booth CJ, Wu J, Zhang C, Spector DL (2012). The lncRNA Malat1 is dispensable for mouse development but its
transcription plays a cis-regulatory role in the adult. Cell Reports.

[bib60] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biology.

# Supplementary material for: The long non-coding RNA Dali is an epigenetic regulator of neural differentiation
**Source:** eLife. 2014 Nov 21;3:e04530. doi: 10.7554/eLife.04530
**Supplement:** Supplementary file 1. — Oligonuleotides. DOI: http://dx.doi.org/10.7554/eLife.04530.016

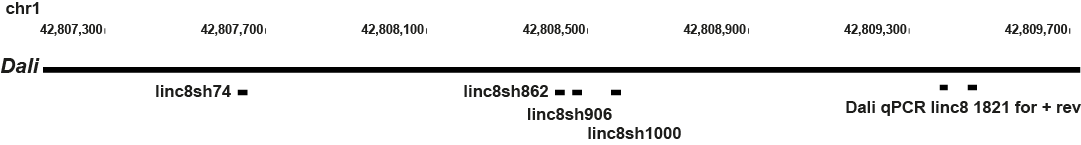

Schematic representation of qPCR primers used to quantify Dali expression and shRNA oligos used for its knockdown.

# Supplementary material for: The long non-coding RNA Dali is an epigenetic regulator of neural differentiation
**Source:** eLife. 2014 Nov 21;3:e04530. doi: 10.7554/eLife.04530
**Supplement:** Supplementary file 6. — Motif discovery. DOI: http://dx.doi.org/10.7554/eLife.04530.021

| **Motif group** | **No. motifs** | **Algorithm** | **Representative motif** | **E value** | **No. peaks** | **Transfac motif matches** | **DNMT1 protein-protein interaction** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 |  | MEME | 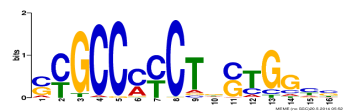 | 1.9e-175 | 332 | [MAZ (M02023)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_1_t_1_M02023), [Zfp281 (M01597)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_1_t_1_M01597), [KROX (M00982)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_1_t_1_M00982) | n/a |
| 2 |  | MEME | 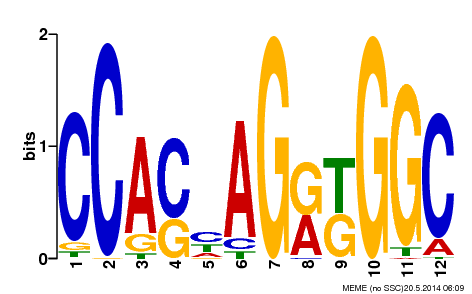 | 3.1e-062 | 125 | [CTCF (M01259, M01200)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_2_t_1_M01259), [MATH1 (M01716)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_2_t_1_M01716) | CTCF (Hervouet et al, 2012) |
| 3 |  | MEME | 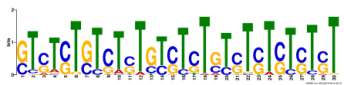 | 4.8e-122 | 32 | [SMAD3 (M00701)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_4_t_1_M00701), [GAGA (M00723)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_4_t_1_M00723) | n/a |
| 4 |  | MEME | 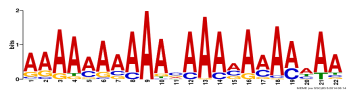 | 2.3e-045 | 41 | [FOXP1 (M00987)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_5_t_1_M00987), [FOXO1 (M01216)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_5_t_1_M01216), [BR-C (M00092)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_5_t_1_M00092) | n/a |
| 5 |  | MEME | 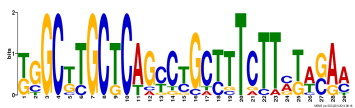 | 5.3e-009 | 10 | [Dde (M00304)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_7_t_1_M00304), [BPC1 (M01126)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_7_t_1_M01126) | n/a |
| 6 |  | MEME | 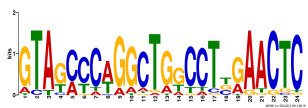 | 5.4e-038 | 23 | [Pax-6 (M00979)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_8_t_1_M00979), [LRH1 (M01142)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_8_t_1_M01142), [ZBED6 (M01598)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_8_t_1_M01598) | Pax-6, LRH1 (Hervouet et al, 2012) |
| 7 |  | MEME | 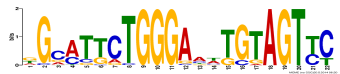 | 5.7e-046 | 24 | [STATx (M00223)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_13_t_1_M00223), [Staf (M00264)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_13_t_1_M00264), [STAT1 (M01823)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/meme_tomtom_out/tomtom.html#match_q_13_t_1_M01823) | STAT1 (Hervouet et al, 2012) |
| 8 |  | DREME | 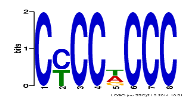 | 7.8e-036 |  | [Zfp281 (M01597)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CYCCDCCC_t_1_M01597), [UF1H3BETA (M01068)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CYCCDCCC_t_1_M01068), [MAZ (M02023)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CYCCDCCC_t_1_M02023) | n/a |
| 9 |  | DREME | 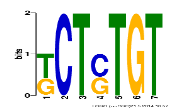 | 8.8e-028 |  | [GAGA (M00723)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_ACASAGM_t_1_M00723) | n/a |
| 10 |  | DREME | 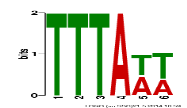 | 7.6e-023 |  | [ML1 (M01193)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TTTAWW_t_1_M01193), [Lentiviral (M00318)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TTTAWW_t_1_M00318), [PBF (M00355)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TTTAWW_t_1_M00355) | n/a |
| 11 |  | DREME | 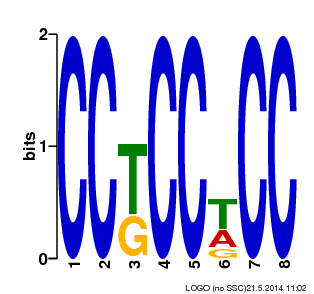 | 3.1e-021 |  | [FPM315 (M01587)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CCKCCDCC_t_1_M01587), [ETF (M00695)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CCKCCDCC_t_1_M00695) | n/a |
| 12 |  | DREME | 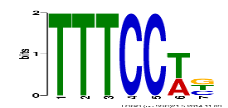 | 1.7e-019 |  | [NFAT3 (M01734)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TTTCCWB_t_1_M01734), [NF-AT (M00935)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TTTCCWB_t_1_M00935), [PARP (M02027)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TTTCCWB_t_1_M02027) | PARP (Hervouet et al, 2012) |
| 13 |  | DREME | 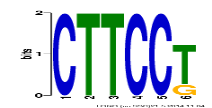 | 1.3e-016 |  | [C-ets-1 (M01870)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CTTCCK_t_1_M01870), [Tel-2 (M00678)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CTTCCK_t_1_M00678), [ELF1 (M01266)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CTTCCK_t_1_M01266) | C-ets-1 (Hervouet et al, 2012) |
| 14 |  | DREME | 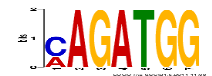 | 2.9e-013 |  | [Tal-1beta:ITF-2 (M00070)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CCATCTK_t_1_M00070), [Tal-1beta:E47 (M00065)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CCATCTK_t_1_M00065) [Tal-1alpha:E47 (M00066)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CCATCTK_t_1_M00066) | n/a |
| 15 |  | DREME | 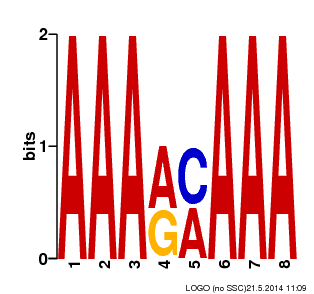 | 7.3e-013 |  | [GT-1 (M01827)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_AAARMAAA_t_1_M01827), [FOXO1 (M01216)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_AAARMAAA_t_1_M01216), [HNF3alpha (M00724)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_AAARMAAA_t_1_M00724) | n/a |
| 16 |  | DREME | 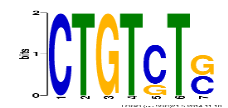 | 4.5e-012 |  | [Smad3 (M01888)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CTGTSTS_t_1_M01888), [SMAD (M00974)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CTGTSTS_t_1_M00974) | n/a |
| 17 |  | DREME | 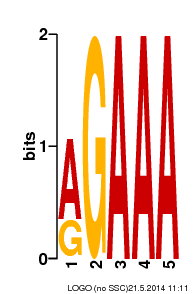 | 2.0e-010 |  | [PARP (M02027)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_RGAAA_t_1_M02027), [STAT5A (M01890)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_RGAAA_t_1_M01890), [BPC1 (M01126)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_RGAAA_t_1_M01126) | PARP (Hervouet et al, 2012) |
| 18 |  | DREME | 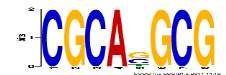 | 2.0e-010 |  | [Zfp206 (M01742)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CGCABGCG_t_1_M01742), [NRF-1 (M00652)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CGCABGCG_t_1_M00652), [AP-2 (M00189)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CGCABGCG_t_1_M00189) | AP-2 (Hervouet et al, 2012) |
| 19 |  | DREME | 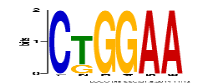 | 7.7e-007 |  | [Pax-6 (M00979)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CKGGAA_t_1_M00979), [Pax (M00808)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CKGGAA_t_1_M00808), [HSF (M00641)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CKGGAA_t_1_M00641) | Pax-6 (Hervouet et al, 2012) |
| 20 |  | DREME | 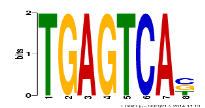 | 2.5e-006 |  | [AP-1 (M00174, M00173, M00926)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TGAGTCAB_t_1_M00174) | n/a |
| 21 |  | DREME | 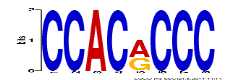 | 3.0e-006 |  | [CACD (M01113)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CCACRCCC_t_1_M01113), [EKLF (M01874)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CCACRCCC_t_1_M01874), [GKLF (M01588)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CCACRCCC_t_1_M01588) | n/a |
| 22 |  | DREME | 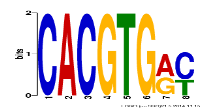 | 2.9e-006 |  | [USF (M00121)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CACGTGRY_t_1_M00121), [TFEB (M01768)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CACGTGRY_t_1_M01768), [CBF1 (M01793)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CACGTGRY_t_1_M01793) | n/a |
| 23 |  | DREME | 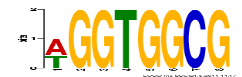 | 2.9e-005 |  | [RPN4 (M01925)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CGCCACCW_t_1_M01925), [MyoD (M00929)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CGCCACCW_t_1_M00929), [ERF2 (M01057)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CGCCACCW_t_1_M01057) | n/a |
| 24 |  | DREME | 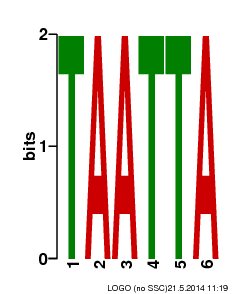 | 3.8e-005 |  | L[hx3a (M00510)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TAATTA_t_1_M00510), [IPF1 (M01233)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TAATTA_t_1_M01233), [IPF1 (M01235)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TAATTA_t_1_M01235) | n/a |
| 25 |  | DREME | 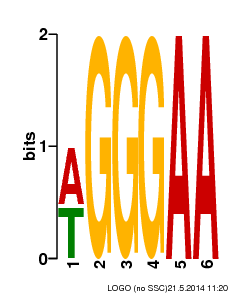 | 6.9e-004 |  | [RBP-Jkappa (M01111)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TTCCCW_t_1_M01111), [Ik-3 (M00088)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_TTCCCW_t_1_M00088) | n/a |
| 26 |  | DREME | 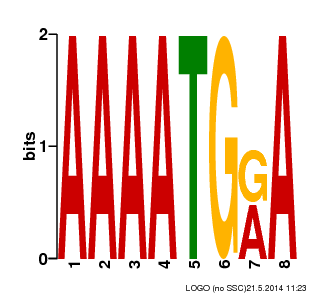 | 1.8e-002 |  | [MADS-A (M00408)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_AAAATGRA_t_1_M00408), [MADS-B (M00404)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_AAAATGRA_t_1_M00404), [YY1 (M01894)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_AAAATGRA_t_1_M01894) | YY1 (Hervouet et al, 2012) |
| 27 |  | DREME | 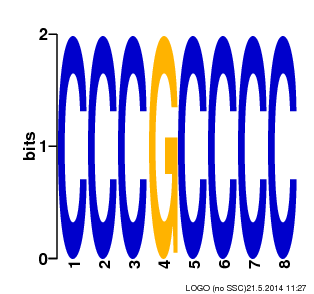 | 2.1e-002 |  | [Sp1 (M00931, M00933, M00196)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_CCCGCCCC_t_1_M00931) | Sp1 (Hervouet et al, 2012) |
| 28 |  | DREME | 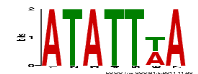 | 2.1e-002 |  | [SIG1 (M01631)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_ATATTWA_t_1_M01631), [Croc (M00266)](https://www.cgat.org/downloads/myRInhR8rR/dali/motif_analysis/dali_lacz_input.all.500/dreme_tomtom_out/tomtom.html#match_q_ATATTWA_t_1_M00266) | n/a |

How the deposited data were processed for this re-analysis (not part of the article)

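3 *Dali* CHART-Seq pull-downs from N2A cells were mapped from the sample labels and the methods. The authors mapped 50 bp paired-end reads to mm9 with bowtie, called peaks with MACS2 against the input (4208 peaks) and against *lacZ* pull-downs (1928 peaks), kept calls with a −log10 q value above 5, and deposited the peaks found against both. The deposited list gives 1 score per peak, without a header, and the authors combined the pull-downs in it. The unit of the score is not named in the text of the paper. The score was used to rank and filter peaks and, as log2 values, in a Pearson correlation with width. Because the list holds no reads and no values per pull-down, the depth is unknown, no pull-down could be left out, and intervals and tests cover peaks, not pull-downs.

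Chromosomes were compared by two-sided exact binomial tests with Benjamini-Hochberg adjustment, with the expectation from bases that are not N. Locations were compared with 1000 redraws of the peak positions within each chromosome, uniform or matched on GC content in 10 bins. 1 peak had fewer matched positions than redraws (540). GC content and oligonucleotide matches were compared with flanks of equal width 5000 bp away by a paired sign-flip permutation test with 100000 draws. Words were compared by two-sided Fisher's exact tests in the central 500 bp. Flanks past the end of a chromosome, or mostly N, were left out. Local alignments used a match score of 5, a mismatch score of -4 and gap penalties of 10 and 0.5. Regulated genes came from the paper's supplementary gene lists, made by the authors at an FDR of 0.1 for the transient *Dali* and the *Pou3f3* knockdown, and at an FDR of 0.05 for the stable *Dali* knockdown, with a 1.3-fold change cutoff in every case. Sites of the paper's primers were searched in the mm9 sequence, and the *Nos1* Exon 1 pair gave none. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9 were used.

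The functions were tested on simulated data. A chromosome with a doubled share of peaks was called in 200 of 200 simulations, and unchanged chromosomes were called in 35 of 3800 tests. The simulated peaks were independent of each other, so these counts do not give the error rate for peaks that crowd together. The sign-flip test called 199 of 200 simulated differences and 9 of 200 sets with none. All 200 planted words and all 200 planted matches of 15 bases were found.

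Named sites were fixed before the data were examined: the 5 peaks with the highest score, the 3 widest peaks, the peaks nearest to loci with stated mm9 coordinates, and the peaks nearest to 27 genes the paper names. The alternatives were also fixed then, apart from the expectation from regions matched on GC content for chromosomes, the redraws for bound genes and their share of bound genes, the redraws matched on GC content for 10 Mb windows, and the central 100 bp for words. The matches of single oligonucleotides, their length of 9 bases, and the comparison of oligonucleotides with the same sequences read backwards as a difference of differences were chosen after seeing the data.

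Microarray, ChIP, RIP, bisulfite and qPCR measurements, histone marks, gene ontology and triplex predictions were not analysed here. A supplementary sheet of peaks called against input was held only in part and was not used. The values of 1 locus are not reported here.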

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

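Of 53 comparisons of a result with an alternative setting, 51 kept their direction and their side of the threshold, or stayed within the range set for a value without a test. The 53 leave out some results that changed with redraws matched on GC content. The share of coding exons went from 2.09 times that of uniform redraws to 0.724 times that of matched redraws. The number of bound *Pou3f3* targets went from p = 0.018 to p = 0.217 (one-sided permutation tests). The autosomes that departed from the number of peaks expected from length fell from 9 to 5 among the peaks in the upper part of the score distribution, where fewer peaks were tested (702 against 1411). Under the other alternatives their number lay between 7 and 12. The same 9 departed among peaks with a score of at least 10. With peaks within 100 kb counted as 1, 7 departed, all of them among the 9. The other expectations brought in different autosomes. With regions matched on GC content, 5 of the 9 were shared, and the ratio of chromosome 11 went from 1.586 to 1.06. With gene number, 4 of the 9 were shared. TAATTA did not differ between peak centres and flanks, but over whole peaks it was less frequent than in flanks (odds ratio 0.8187, p = 0.03117, Fisher's exact test; the cause was not tested). Its odds ratio was between 0.8894 and 0.9088 under the other 3 alternatives.

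The depletion on the X chromosome kept a ratio between 0.1747 and 0.3347 under its 5 alternatives. The share of peaks within 5 kb of a TSS lay between 35.32% and 43.1%, and exceeded redraws under each of its 4 alternatives, although redraws matched on GC content reached 22.11% against 10.48% for uniform redraws. The odds ratio of the CTCF word ran from 3.221 to 11.53. The overlap of bound and regulated genes kept an odds ratio between 1.491 and 1.819 under the 3 alternatives that use Fisher's exact test, and was 1.331 and 1.275 times the mean of uniform and GC-matched redraws. As a share of the bound genes it was 1.358 and 1.39 times that of these redraws. For *Pou3f3* targets alone, redraws matched on GC content gave 120.8 bound genes on average against 129 observed (p = 0.217, one-sided permutation test), but they also bound more genes of every kind, and as a share of bound genes the targets exceeded these redraws (p = 0.011, same permutation test).

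No paired analysis was possible because the deposited list combines the 3 pull-downs and gives no value for each. For the same reason it was not possible to leave out a pull-down, and the spread between pull-downs is not known for any result.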

Differences from the paper's values

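The share of peaks on a 5′ UTR was 14.34 times that of uniform redraws, against the paper's enrichment of about 9 in Fig. 5D, read by eye. The measures are not the same: the paper's enrichment was corrected for mappability and for regional GC content, and uniform redraws are not. It was 14.54 times with peaks of a score of at least 10 and 2.89 times with redraws matched on the GC content of each peak, so that the paper's value lies between the folds from uniform and from matched redraws, and neither alternative set before the data were examined closed the gap.

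The CTCF word was found in 238 peaks, against the paper's 125 with the motif. The alternatives set before the data were examined gave 273 peaks over whole peaks, 238 with flanks 1 kb or 50 kb away and 82 with no mismatch, and none of them closed the gap. The central 100 bp, chosen after seeing the values, gave 80.

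The paper describes no chromosomal bias apart from the X chromosome, from a test corrected for GC content and mappability. 9 of 19 autosomes departed from the number of peaks expected from their length, without such a correction and with peaks treated as independent. Of these, 5 departed in the same direction with the expectation from regions matched on GC content, chosen after seeing the data, under which 7 others also departed, and 4 did so with the expectation from gene number, under which 5 others did. Mappability was not analysed here. Chromosomes 8, 14 and 16 departed in the same direction under the length expectation and all 5 alternatives. It describes the 5′-most *Nos1* region as bound, and the nearest listed peak was 1249 kb from the first *Nos1* start. It shows the *E2f2* peak at the promoter, and the midpoint of the nearest listed peak was 8.68 kb from the TSS. It reports enrichment of the *Dali* locus by qPCR, and the nearest listed peak was 508 kb from the TALE target site upstream of *Dali*. It describes its selected CHART-qPCR loci as peaks, and of the 8 primer pairs listed for loci drawn as such in Figure 5—figure supplement 1D, 2 had a site that overlapped a listed peak. Of the 7 primer pairs listed for the CTCF ChIP of Figure 6D, 0 had a site that overlapped a listed peak. They include the pair in *Dali*, a locus drawn there as a control and not as bound. The nearest peak was 0.037 kb from the *Th* site and 0.247 kb from the *Ache* site. It was 27 kb from the *Ganab* site, 112 kb from *Slc1a4*, 377 kb from *Creb3l2* and 2107 kb from *Zfp954*. For the control site in *Dali* it was 509 kb, in keeping with the figure. Of the 11 primer pairs listed for the POU3F3 ChIP of Figure 6H, 4 had a site that overlapped a listed peak. Among the loci drawn there as *Dali*-bound, the sites for *Cnga3* and *Lgi1* overlapped a peak, and those for *Arhgap18*, *Itga2* and *Foxd1* did not. Among the other loci, the sites for *Dbh*, *Angpt2*, *Galnt5* and *Gins1* lay outside the peaks, in keeping with the figure, and that for *Fam92b*, drawn as a negative locus, overlapped a peak with a score of 54.02. The site of the primers listed as *Prr11* also overlapped a peak (score 38.4), but the figure has no locus spelled this way. It describes the *Dlgap5*, *Hmgb2* and *Fbn1* loci as bound, and the nearest listed peak was 0.196 kb, 0.159 kb and 152 kb from the respective TSS. It reports a POU III motif from de novo discovery in 115 peaks, and TAATTA had an odds ratio of 0.9461 in peak centres against flanks. ATTAAT, made of the same bases, had a lower odds ratio of 0.5709. Flanks are poorer in GC than peaks, so the value for TAATTA cannot by itself count against the motif. Relative to ATTAAT, TAATTA was the more frequent in peaks.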

Other observations

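The test of the genome build, the comparison of capture oligonucleotides with their backward sequences as a difference of differences, and the test of the *lacZ* oligonucleotide were chosen only after the results were seen. Gene number as an expectation was an alternative set before the data were examined, but what it would decide for chromosome 8 and the X chromosome was written after peaks per chromosome had been seen against gene number. The patterns below were found and tested on the same list of peaks, and the design, with 1 condition, gave no biological explanation to test.

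Chromosome 8 held 2.107 times the peaks expected from its length. The tables argue against gene number (ratio 2.17), GC content (1.87) and a few dense clusters of peaks (1.69 with peaks within 100 kb counted as 1) as the whole cause. Extra copies of the whole chromosome cannot be told apart from other causes. At least 75% of its windows of 10 Mb with more peaks than the median window of the other autosomes was set as the sign of extra copies, and at most 50% as the sign against them. The share was 71.4% over 14 windows, of which the last spans 1738871 bp, and 76.92% over the 13 full windows, a count made after the first was seen, so that 1 short window moves the share across the limit. For the X chromosome, the ratio stayed at 0.269 with gene number and at 0.335 with GC content taken into account, which argues against either as the whole cause. The number of X chromosomes in the cells was not tested.

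Peaks crowded into some windows of 10 Mb, with a variance to mean ratio of 5.3. Redraws matched on GC content gave 4.43 on average (p = 0.003, one-sided permutation test), so that GC content could account for part of this ratio but not the whole. With peaks within 100 kb counted as 1, the ratio was 3.301, against 1.975 on average in uniform redraws. Redraws matched on GC content were not made for these merged peaks, so the part of GC content in the lower ratio is not known. Chromosome 4 from 130000001 to 140000000 and chromosome 8 from 120000001 to 130000000 held 28 peaks each. GC content as binned was also not the whole cause of the peaks near a TSS (22.1% in matched redraws). Nor was it of the overlap of bound and regulated genes, at 1.27 times the mean of matched redraws. That overlap was 1.33 times the mean of uniform redraws, which hold the size of the regulatory regions fixed. The highest GC bin had no upper limit, and CpG content was not matched. For the CTCF word no matched redraws were made. Read backwards it had an odds ratio of 0.999, with an interval below that of the CTCF word. The backward word is a rough control, since it was rare (6 peaks and 12 flanks). It also requires a CG, which the CTCF word does not. The frequency of TAATTA in peaks was not what its base composition gives, since ATTAAT, made of the same bases, had an odds ratio of 0.571 with an interval apart from that of TAATTA.

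The longest exact match of any of the 10 *Dali* capture oligonucleotides was 9.734 ± 1.148 bases in peaks and 9.131 ± 0.8224 in flanks (SD over peaks), a difference of 0.603 bases (p = 1.0e-05, sign-flip permutation test, the smallest p it can give). The test of pairing between the oligonucleotides and DNA set before this result was seen required a longer match in peaks for the oligonucleotides and no such difference for the same sequences read backwards. That requirement was not met, since the backward sequences differed by 0.104 bases (p = 0.00298, sign-flip permutation test). The opposite outcome written beforehand, the same difference for both, was not seen either: the difference was 0.499 bases larger for the oligonucleotides (p = 1.0e-05, sign-flip permutation test), a comparison chosen after the backward result was known. The tables argue against GC content of the peaks as the whole cause (0.659 bases longer than in redraws matched on GC content) and against promoters (0.703 bases among the 923 peaks more than 5 kb from a TSS). With matches of at least 9 bases, a length chosen after seeing the data, 9 of the 10 oligonucleotides were more frequent in peaks than in flanks, and 1 of the 10 backward sequences was (adjusted p under 0.05, Fisher's exact test with Benjamini-Hochberg adjustment). The odds ratios ran from 1.168 to 2.799, and from 0.8347 to 1.41 backwards. The longest match did not rise with the score: it was 9.694 bases in the upper and 9.773 in the lower part of the score distribution. Some capture of DNA by short matches may therefore contribute to the list, but the test set beforehand did not establish it, and the matches are short.

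A match of at least 9 bases to the *lacZ* control oligonucleotide was found in 21 peaks and 121 flanks, an odds ratio of 0.3369 (95% interval, 0.2004 to 0.5413), while the sequence read backwards had an odds ratio of 0.922, which argues against base composition as the cause. The authors' comparison with *lacZ* pull-downs, which removes peaks found there, stays open as an untested explanation. The sense control oligonucleotide showed no such depletion. A match of at least 9 bases to it was found in 169 peaks and 292 flanks, an odds ratio of 1.177 (95% interval, 0.9563 to 1.445).

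The primer sites outside the listed peaks are not explained by a list on a build other than mm9, since peaks lay within 5 kb of a TSS of the mm9 annotation 3.37 times as often as redraws. Of the 21 words of the paper's motif discovery, 15 were more frequent in peak centres than in flanks, 3 less frequent and 3 neither. The words were found in these same peaks, so the 15 are not independent support for them. 7 of the words occur in a *Dali* capture oligonucleotide and 4 in one read backwards.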
